# The initial age‐associated decline in early T‐cell progenitors reflects fewer pre‐thymic progenitors and altered signals in the bone marrow and thymus microenvironments

**DOI:** 10.1111/acel.13870

**Published:** 2023-05-23

**Authors:** Jayashree Srinivasan, Anusha Vasudev, Carolyn Shasha, Hilary J. Selden, Encarnacion Perez, Bonnie LaFleur, Shripad A. Sinari, Andreas Krueger, Ellen R. Richie, Lauren I. R. Ehrlich

**Keywords:** aging, early T‐cell progenitors, hematopoiesis, thymus involution

## Abstract

Age‐related thymus involution results in decreased T‐cell production, contributing to increased susceptibility to pathogens and reduced vaccine responsiveness. Elucidating mechanisms underlying thymus involution will inform strategies to restore thymopoiesis with age. The thymus is colonized by circulating bone marrow (BM)‐derived thymus seeding progenitors (TSPs) that differentiate into early T‐cell progenitors (ETPs). We find that ETP cellularity declines as early as 3 months (3MO) of age in mice. This initial ETP reduction could reflect changes in thymic stromal niches and/or pre‐thymic progenitors. Using a multicongenic progenitor transfer approach, we demonstrate that the number of functional TSP/ETP niches does not diminish with age. Instead, the number of pre‐thymic lymphoid progenitors in the BM and blood is substantially reduced by 3MO, although their intrinsic ability to seed and differentiate in the thymus is maintained. Additionally, Notch signaling in BM lymphoid progenitors and in ETPs diminishes by 3MO, suggesting reduced niche quality in the BM and thymus contribute to the early decline in ETPs. Together, these findings indicate that diminished BM lymphopoiesis and thymic stromal support contribute to an initial reduction in ETPs in young adulthood, setting the stage for progressive age‐associated thymus involution.

**Abbreviations**
BM: bone marrow
CLP: common lymphoid progenitor
CMP: common myeloid progenitor
cTECs: cortical epithelial cells
DLL4: Delta‐like Notch ligand 4
EC: endothelial cell
ETP: early T‐cell progenitor
FWB: FACS wash buffer
MO: months
MPP: multi‐potent progenitor
RBC: red blood cell
TSP: thymus seeding progenitor

## 1 INTRODUCTION

T cells develop in the thymus which provides a unique and complex stromal microenvironment essential for T‐cell lineage commitment, differentiation, and selection (Han & Zúñiga‐Pflücker, 2021; Yui & Rothenberg, 2014). Since thymocytes do not have the ability to self‐renew, the thymus periodically recruits bone marrow (BM)‐derived thymus seeding progenitors (TSPs) which are essential to maintain T‐cell production throughout life (Krueger et al., 2017). TSP entry is a well‐orchestrated multistep process mediated by the adhesion molecules P‐selectin, ICAM‐1, and VCAM‐1 and the chemokines CCL25 and CCL21, and supported by other niche factors, like KITL, supplied by thymic endothelial cells (Buono et al., 2016; Krueger et al., 2010; Rossi, Bryder, et al., 2005; Scimone et al., 2006; Zlotoff et al., 2010). After entering the thymus via vasculature at the cortico‐medullary junction, TSPs differentiate into highly proliferative CD4^−^CD8^−^CD44^hi^c‐kit^hi^ early T‐cell progenitors (ETPs) in the thymic cortex. Commitment of developing thymocytes to the T‐cell lineage depends on inductive signals provided by cortical thymic epithelial cells (cTECs) (Han & Zúñiga‐Pflücker, 2021; Petrie & Zúñiga‐Pflücker, 2007; Thompson & Zúñiga‐Pflücker, 2011; Yui & Rothenberg, 2014). In particular, activation of Notch signaling in ETPs via Delta‐like Notch ligand 4 (DLL4) expressed by cortical thymic epithelial cells (cTECs) is indispensable for T‐cell lineage commitment and differentiation (Hozumi, Mailhos, et al., 2008; Hozumi, Negishi, et al., 2008; Koch et al., 2008). Since ETPs give rise to all downstream T‐cell subsets, thymopoiesis and T‐cell development depend on both continued influx of TSPs into the thymus and the availability of functional stromal niches that support TSP entry and downstream ETP differentiation.

During age‐associated thymus involution, thymus size and cellularity undergo a progressive decline accompanied by reduced output of naïve T cells. Thymus involution is initiated early in life, by ~7 weeks of age in mice (Chen et al., 2009; Hale et al., 2006). Thus, we first asked if ETP cellularity is adversely affected during the earliest stages of thymus involution. Here, we find that the decline in ETP cellularity is initiated early, between 1MO and 3MO of age in mice, and progresses with advancing age. Thymus involution involves not only a reduction in thymocyte cellularity, but also a decline in the number and proliferative capacity of TECs, as well as changes in the composition and organization of the stromal compartment (Baran‐Gale et al., 2020; Chinn et al., 2012; Gray et al., 2007; Griffith et al., 2012; Lepletier et al., 2019). TEC degeneration is a key driver of age‐associated thymic involution, as sustaining or restoring TECs prevents or reverses involution, respectively (Bredenkamp et al., 2014; Chen et al., 2009; Garfin et al., 2013; Klug et al., 2000). Given that thymic stromal niche factors play a key role in recruitment of TSPs, and thymic stromal signals are required for ETP survival, proliferation, and T‐lineage commitment, we anticipated the early age‐associated decline in ETPs would be driven by changes in the thymic microenvironment.

Here, we used several approaches to determine whether the early loss of ETPs is due to age‐related changes in availability of functional TSP/ETP niches and/or a decline in pre‐thymic lymphoid progenitors. First, we used a multicongenic progenitor transfer approach to quantify the number of functional TSP niches from the onset of involution through middle‐age (12MO) (Ziętara et al., 2015). These studies revealed that the number of TSP niches is sustained through 12MO of age, despite substantial involution. We thus considered whether the reduction in ETP cellularity could be due to a reduced number of hematopoietic progenitors that seed the thymus. Surprisingly, we observe a significant decline in the number of lymphoid progenitors with T‐lineage potential in the BM and blood at 3MO of age, although their cell‐intrinsic ability to seed and differentiate in the thymus remains intact. Because Notch signaling plays a key role in promoting T‐lineage specification and progenitor differentiation, we also interrogated niche function by evaluating *Dll4* expression by cTECs and assessing Notch signaling activity in ETPs and BM progenitors. Notably, we find reduced Notch signaling in T‐lineage precursors in both the BM and thymus by 3MO of age. Collectively, these findings demonstrate a surprisingly early decline in BM lymphoid progenitors and circulating TSPs, along with diminished Notch signaling in the BM and thymus microenvironments, implicating both pre‐thymic and thymic changes in the early decline of ETP cellularity at the outset of thymus involution.

## 2 RESULTS

### 2.1 ETP and total thymocyte cellularity decline by 2MO of age

We first quantified age‐associated changes in ETPs and downstream thymocyte subsets between 1 and 12MO of age (Figure 1 and Figure S1A). Total thymus cellularity declines with age, dropping significantly by 2MO, consistent with previous reports that thymus involution begins early in life (Figure 1a; Chen et al., 2009; Hale et al., 2006; Lepletier et al., 2019). Notably, ETP cellularity also declines progressively, starting at 1.5MO, which precedes, but otherwise mirrors the reduction in total thymocytes (Figure 1a). There is a strong correlation between ETP and total thymocyte numbers through 12MO of age (Figure 1b), and this correlation extends to subsequent thymocyte subsets (Figure S1B), showing that increased numbers of downstream thymocytes do not compensate for the loss of ETPs with age. Moreover, the consistent DN2 to ETP ratio over the first year of life further suggests that ETP differentiation is not impaired with age (Figure 1c).

**FIGURE 1:**
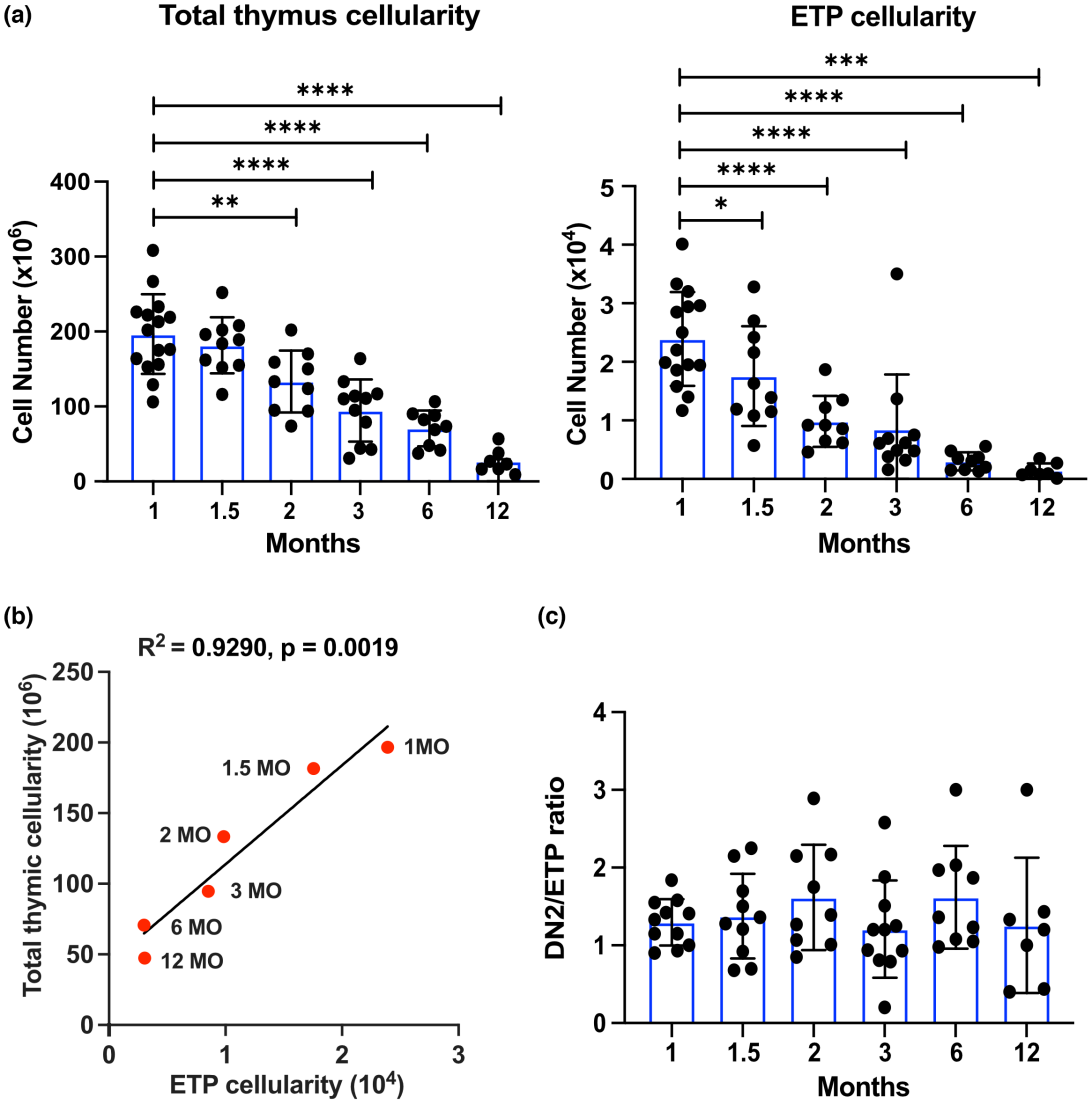
Early T‐cell progenitor (ETP) and total thymocyte cellularity declines by 2MO of age. (a) Quantification of total thymocytes and ETPs in C57BL/6J mice at the indicated ages. (b) Linear regression analysis of total thymic cellularity and ETP cellularity at each age. *R* ^2^ = coefficient of correlation (c) Ratio of DN2 to ETP cellularity at each age. Symbols represent (a, c) data from individual mice and (b) an average of 7–14 mice at each age. Bars represent means ± SEM from 3–4 independent experiments for each age group. Statistical analysis in (a) was performed using one‐way ANOVA with Dunnett's multiple comparisons test where *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.2 The number of available thymic niches for TSPs does not decrease with age

The age‐associated decline in ETP cellularity could be a function of changes in the thymic stromal microenvironment and/or defects in pre‐thymic lymphoid progenitors. Given the important role of the thymic microenvironment in supporting all stages of developing T cells and its known impact on involution, we first tested whether the reduction in ETPs is due to an age‐related decline in the number of functional progenitor niches that support the early stages of thymopoiesis. We used a modification of a previously reported multicongenic progenitor transfer approach to quantify available, functional TSP niches from 1MO to 12MO of age. This approach previously revealed that a young thymus contains ~10 available niches that can be colonized by thymocyte progenitors at any one time (Ziętara et al., 2015). We FACS sorted Lin^−^Flk2^+^CD27^+^ BM progenitors, which encompass all thymus seeding and T‐cell progenitor activity in the BM (Serwold et al., 2009), from eight different congenic strains, mixed them at equal ratios, and transplanted them into non‐irradiated recipient mice of different ages (Figure 2a and Figure S2A,B). Recipient thymuses were analyzed after 21 days to allow sufficient time for donor progenitors to complete one wave of T‐cell differentiation (Serwold et al., 2009). We then quantified how many donor strains were present in each recipient thymus by flow cytometry (Figure S2C) and used mathematical modeling to estimate niche numbers. If the number of available niches that support TSP seeding declines with age, then fewer donor strains would be detected in thymuses of older recipients. However, the data did not show a decline in the number of available, functional TSP niches with age; instead, there was a trend toward increased niche availability in 6‐ and 12‐MO recipients (Figure 2b,c). Therefore, the age‐associated decline in ETP cellularity is not due to fewer functional niches available to TSPs.

**FIGURE 2:**
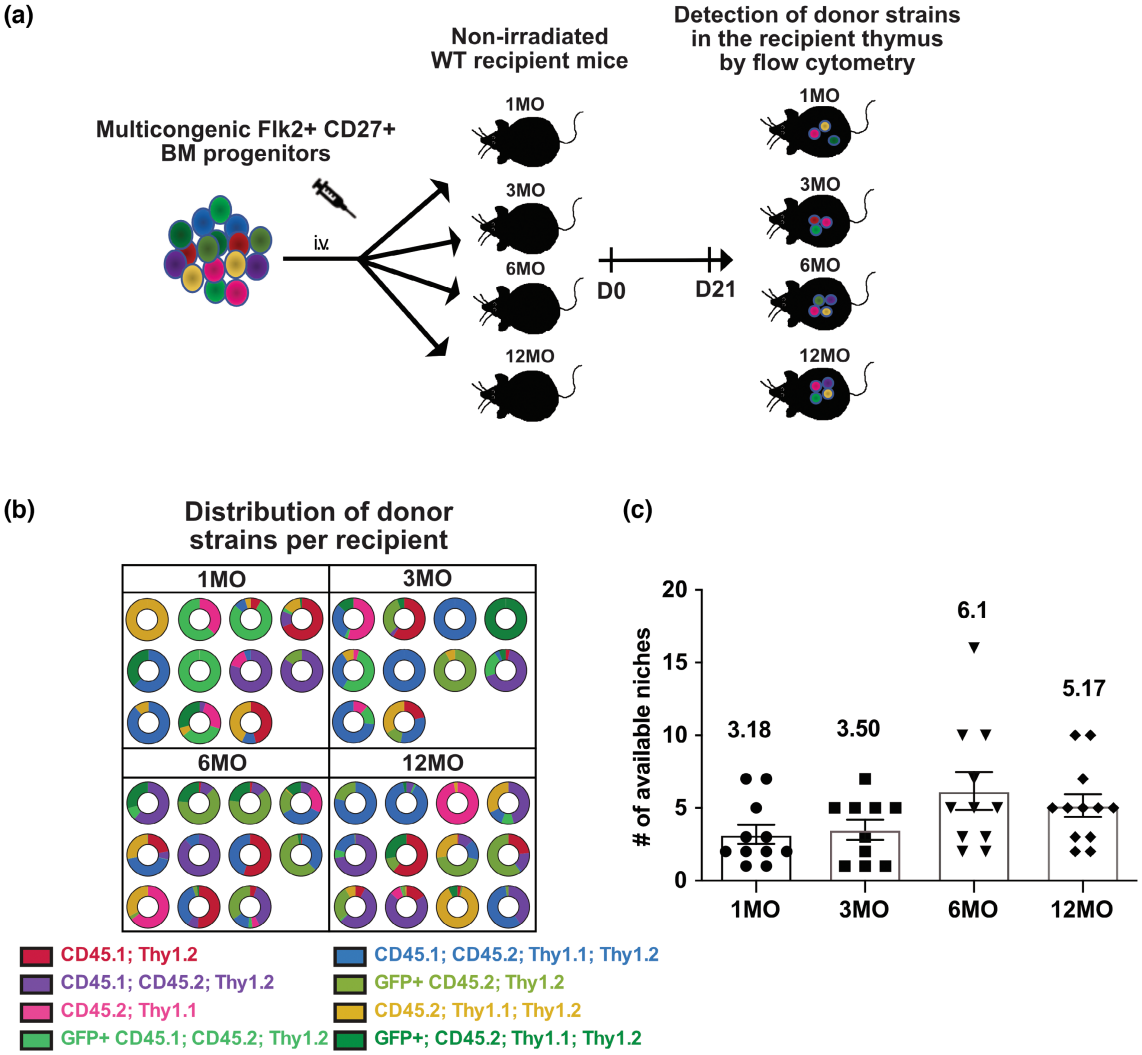
Number of available, functional TSP niches does not decline with age. (a) Schematic of the multicongenic barcoding experiment to quantify available niches in mice of different ages. Lin^−^Flk2^+^CD27^+^ BM progenitors were isolated from eight different congenic strains (Figure S2B), mixed at equal ratios and i.v. injected into non‐irradiated 1MO, 3MO, 6MO, and 12MO mice. After 21 days, the thymi from recipient mice were analyzed by flow cytometry to quantify the number of detectable donor strains that underwent T‐cell differentiation. (b) Pie charts illustrate the number and relative frequency of distinct color‐coded donor strains in individual recipients of the indicated ages. (c) The estimated number of available functional niches in each age recipient as determined by multinomial sampling. Symbols indicate data from individual mice; bars represent means ± SEM compiled from four independent experiments (*n* = 10–12 mice per recipient age).

### 2.3 1MO and 3MO T‐cell progenitors seed and thrive comparably in the thymus environment

We next asked whether the decline in ETPs reflects intrinsic defects in 3MO TSPs, compromising their ability to seed and differentiate in available thymic niches. Thus, we performed competitive heterochronic progenitor transfer assays in which isolated Lin^−^Flk2^+^CD27^+^ BM progenitors, obtained from 1MO and 3MO congenic donor strains, were mixed at an equal ratio and injected i.v. into 1MO versus 3MO non‐irradiated recipients. If BM progenitors from 3MO donors have intrinsic defects, then we would expect fewer 3MO compared to 1MO donor‐derived cells in recipient thymuses. However, comparable percentages and numbers of 1MO and 3MO donor cells were recovered from each thymus, in both 1MO and 3MO recipients (Figure 3a,b). These data indicate that TSPs from 3MO donors are fully competent to seed and thrive in the thymus. Moreover, there is no apparent defect in the differentiation capacity of 3MO TSPs, as a similar percentage of DP thymocytes are generated from 1MO versus 3MO donor cells (Figure 3c).

**FIGURE 3:**
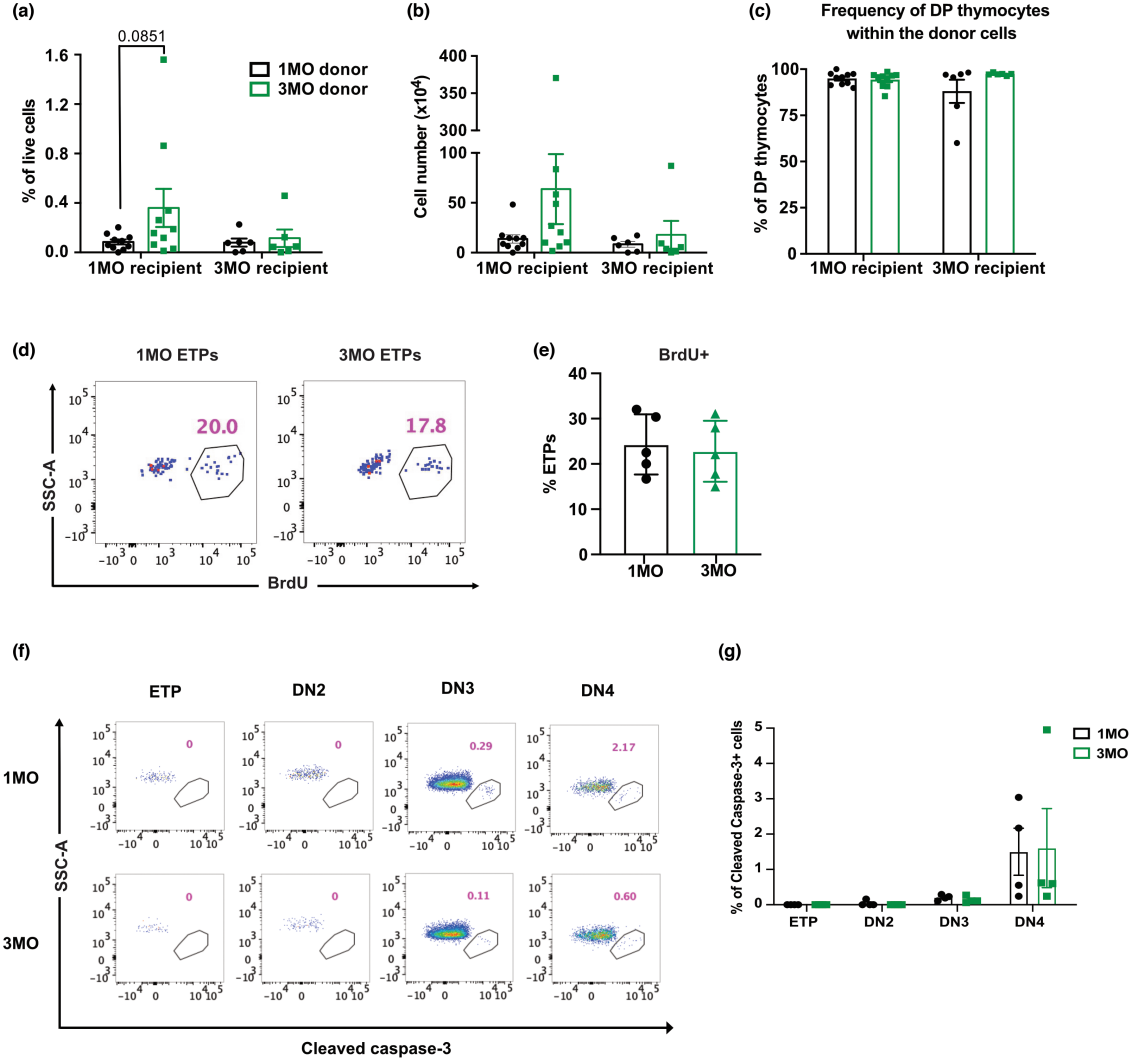
3MO T‐cell progenitors show comparable seeding and differentiation capacity relative to 1MO progenitors. (a–c) Donor chimerism in 1MO and 3MO recipient thymuses 21d after transplantation of an equal number of 1MO and 3MO Lin^−^Flk2^+^CD27^+^ BM progenitors into 1MO or 3MO non‐irradiated recipients. Quantification of the (a) frequency and (b) number of 1MO and 3MO donor‐derived thymocytes in recipients of the indicated ages. (c) Quantification of the percentage of DP thymocytes derived from 1MO and 3MO donors detected in recipient mice of the indicated ages. Data are pooled from four independent experiments (*n* = 6–10 mice per recipient age). (d) Representative flow cytometry plots and (e) quantification of the percentage of ETPs that incorporated bromodeoxyuridine (BrdU) 8 h after i.p. injection in mice of the indicated ages. Data are compiled from four independent experiments (*n* = 5 mice per age group). (f) Representative flow cytometry plots and (g) quantification of the frequency of cleaved caspase‐3^+^ cells in the indicated DN thymocyte subsets from 1MO and 3MO mice. Data are pooled from four independent experiments (*n* = 4 mice per age group). (a–c, e, g) Symbols represent data from individual mice. Bars represent means ± SEM. *p* value for (a) was obtained by two‐way ANOVA with Sidak's multiple comparison test.

We next considered the possibility that changes in proliferation or survival could account for the decline in ETPs at 3MO. However, a comparable percentage of 1MO and 3MO ETPs incorporated BrdU (Figure 3d,e), and analysis of intracellular cleaved caspase‐3 showed that apoptosis is negligible in ETPs at both 1MO and 3MO of age (Figure 3f,g). Taken together, the data suggest that the decline in ETP numbers at 3MO of age is not a consequence of defects in the ability of 3MO TSPs to thrive in the thymus.

### 2.4 Lymphoid progenitors with T‐lineage potential decline in the BM and blood of 3MO mice

As we found no apparent defects in either the availability of functional TSP niches with age or the ability of 3MO TSPs to enter and thrive in those niches, we asked whether the number of BM or circulating lymphoid progenitors decreases by 3MO of age. A significant reduction in the number of TSPs could play a key role in the age‐associated decline in ETP cellularity. To assess this possibility, we used flow cytometry to quantify the total number of circulating Lin^−^Flk2^+^CD27^+^ cells, which contain all thymic seeding activity (Serwold et al., 2009), in the blood of each mouse (Figure 4a). We also quantified upstream Lin^−^Flk2^+^CD27^+^ lymphoid progenitors in the BM (Figure 4c). Interestingly, the frequency and number of Flk2^+^ CD27^+^ lymphoid progenitors in both blood and BM undergo a significant decline between 1MO and 3MO of age (Figure 4b,d). Flk2^+^ MPPs and Ly6d^−^ CLPs (Inlay et al., 2009) are the lymphoid progenitors with T‐lineage potential within the Lin^−^Flk2^+^CD27^+^ compartment (Serwold et al., 2009), and both of these subsets also decline significantly by 3MO of age (Figure 4e,f). These results demonstrate a surprisingly early reduction in the number of BM lymphoid progenitors and circulating TSPs, indicating that the decrease in ETP cellularity by 3MO is likely due, at least in part, to a reduction in the number of progenitors available to enter the thymus and differentiate therein.

**FIGURE 4:**
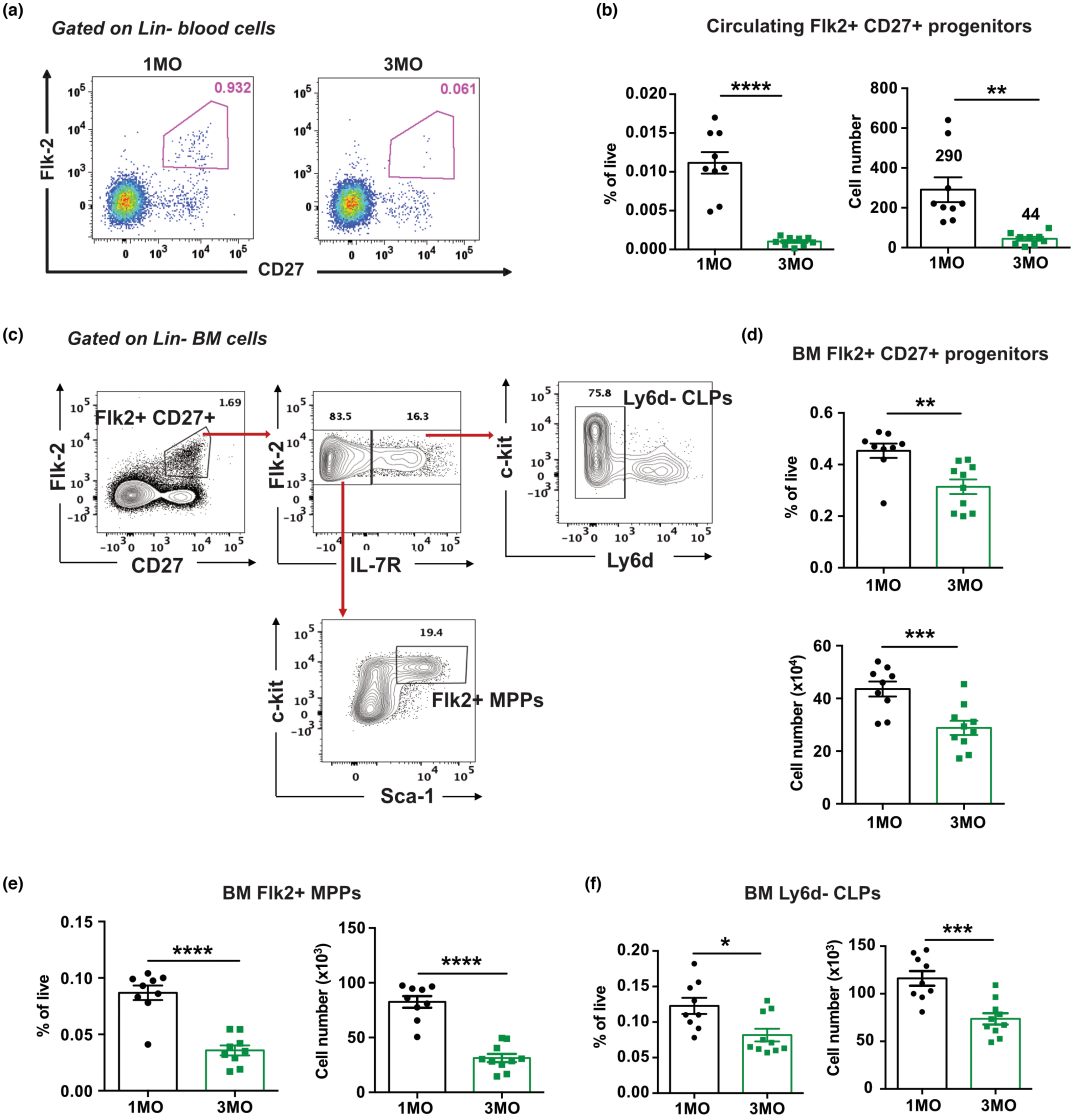
The number of circulating TSPs and BM lymphoid progenitors declines between 1MO and 3MO of age. (a) Representative flow cytometry plots showing the percentage of Flk2^+^CD27^+^ progenitors within the Lin^−^ compartment of the blood in 1MO and 3MO mice. (b) Frequency and absolute cell numbers of circulating lymphoid progenitors in total blood of 1MO and 3MO mice. (c) Representative gating strategy for quantification of Lin^−^Flk2^+^CD27^+^ progenitors, Ly6d^−^ common lymphoid progenitors (CLPs), and Flk2^+^ multipotent progenitors (MPPs) in the BM. (d–f) Frequency and absolute numbers of (d) Flk2^+^CD27^+^ progenitors, (e) Flk2^+^ MPPs and (f) Ly6d^−^ CLPs in BM of 1MO and 3MO mice. Symbols represent data from individual mice at each age. Bars represent means ± SEM of data compiled from three independent experiments (*n* = 9 mice per age group). Statistical analysis was performed using Student *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

### 2.5 Notch signaling declines in BM lymphoid progenitors by 3MO

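The data are RNA sequencing of Ly6d- CLPs, lymphoid progenitors of the BM sorted as negative for the B-lineage marker Ly6d, and of Flk2+ MPPs, the multipotent progenitors upstream of them, sorted from C57BL/6J mice at 1 and 3 months of age. Each cell type at each age was profiled in 3 independent experiments, which gives 12 libraries. The paper states that 50000 to 100000 cells were sorted per mouse, that polyadenylated RNA was sequenced to an intended depth of 20000000 reads for each library, and that the reads were aligned with STAR v2.7.10b and quantified with Salmon within an nf-core pipeline. The authors deposited one table of estimated counts per gene, scaled for transcript length but not for sequencing depth, that lists 32285 genes by Ensembl identifier. The total of these estimated counts was 11522698, 20677785 and 16102989 in the 3 libraries of 1MO Ly6d- CLPs and 10302160, 18420363 and 12938364 in those of 3MO Ly6d- CLPs. In Flk2+ MPPs it was 12317240, 8889083 and 15768833 at 1MO and 9509589, 13544672 and 13479622 at 3MO. The totals overlapped between the ages in Ly6d- CLPs (exact permutation test, two-sided, p = 0.6) and in Flk2+ MPPs (p = 1 from the same exact test), though in Ly6d- CLPs the total was lower at 3MO in each of the 3 same-numbered pairs. No pair of replicates held identical values, and every pair differed by more than the sampling noise. The counts were rounded to whole numbers, and the 13367 genes that passed edgeR's filterByExpr filter were tested with edgeR's quasi-likelihood test after TMM normalization, in one fit over the 4 groups. Gene sets were tested with limma's camera test at an inter-gene correlation of 0.01, and with GSEApy under its default parameters apart from a minimum set size of 10. Log2 fold changes are given as 3MO relative to 1MO, so that negative values mark genes that are lower at 3MO. Levels are given as CPM after TMM normalization. Ly6d transcripts were present in all 6 Ly6d- CLPs libraries, at 5.32 ± 2.62 CPM at 1MO and 3.30 ± 2.26 CPM at 3MO (SD, n = 3), against 0.95 ± 1.15 CPM and 0.12 ± 0.15 CPM in Flk2+ MPPs.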

To identify age‐associated changes that could contribute to the reduction in Ly6d^−^ CLP and Flk2^+^ MPP by 3MO, we carried out transcriptional profiling of these progenitors at 1MO versus 3MO of age. Gene set enrichment analysis (Subramanian et al., 2005) revealed age‐associated changes in expression of genes and related pathways in each BM progenitor subset, with more significant differences observed for Ly6d^−^ CLPs relative to Flk2^+^ MPPs (Figure 5a–c and Figures S3 and S4). 

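In Ly6d- CLPs, 10 of the 13367 genes tested differed between 1MO and 3MO at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 4 were higher and 6 lower at 3MO. In Flk2+ MPPs, 3 genes passed the same threshold, 1 higher and 2 lower, and these 3 genes were also among the 10 of Ly6d- CLPs, with the same direction. At an unadjusted p under 0.05 there were 789 genes in Ly6d- CLPs and 465 in Flk2+ MPPs. The difference between the cell types was tested as an interaction of age and cell type, which called 0 genes after adjustment and 429 at an unadjusted p under 0.05. If no gene differed, a share of about 0.05 of the 13367 genes would pass the unadjusted threshold. The 465 and the 429 genes lie under that share and the 789 lie above it. DESeq2, the tool the paper names for differential expression, gave higher counts: it called 57 genes in Ly6d- CLPs (30 higher and 27 lower at 3MO), 30 in Flk2+ MPPs (22 higher and 8 lower) and 6 for the interaction. Among the genes called by edgeR, Igf2bp3, which encodes an RNA-binding protein and lies on chromosome 6 of GRCm38 from 49085223 to 49214957, fell from 57.3 ± 15.9 CPM (SD, n = 3) to 2.41 ± 1.58 CPM (SD, n = 3) in Ly6d- CLPs. Its log2 fold change was -4.52 (standard error 0.53, adjusted p = 0.0038 from edgeR). Hmga2, a chromatin protein gene on chromosome 10 from 120361275 to 120476469, fell by 1.66 on the log2 scale in Ly6d- CLPs (adjusted p = 0.0073 from edgeR) and by 1.84 in Flk2+ MPPs (adjusted p = 0.0045 from edgeR). Pgr, the progesterone receptor gene on chromosome 9 from 8899833 to 8968611, rose from 4.17 ± 1.57 CPM to 96.8 ± 35.6 CPM (SD, n = 3) in Ly6d- CLPs, a log2 fold change of 4.52 (standard error 0.57, adjusted p = 0.0038 from edgeR). Gene set enrichment analysis with GSEApy and permutation of the age labels was run on 7 gene sets. Of these, 3 were the lists shown in Fig. 5a–c. The other 4 were pathways that the paper names, with members written from general knowledge because the Hallmark and KEGG collections were not available. The normalized enrichment score of each of the 7 sets was negative in Ly6d- CLPs, from -1.57 for ECM-receptor interaction to -1.20 for Wnt signaling. The nominal p-values of the 7 sets in the label permutation ranged from 0.11 to 0.30. In Flk2+ MPPs the scores ranged from -1.28 to 1.01, with nominal p-values from 0.32 to 0.79 in the label permutation. Libraries in groups of 3 allow only 20 arrangements of the labels, and the smallest nominal p reached for a strongly changed set in simulated data was 0.11, so that this permutation cannot pass 0.05.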

Of note, enrichment of the Notch signaling pathway declines between 1 and 3MO of age in Ly6d^−^ CLPs, but not in Flk2^+^ MPP (Figure 5a and Figure S4A).

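Of the 32 genes taken as the Hallmark Notch signaling set, 25 were tested, and 18 of these were lower at 3MO in Ly6d- CLPs. Their mean log2 fold change lay 0.30 below that of the other genes (set shift -0.30, adjusted p = 0.012 from limma's camera test, Benjamini-Hochberg adjusted over 7 sets). In Flk2+ MPPs, 14 of the 25 genes were lower and the set shift was -0.01 (adjusted p = 0.99 from limma's camera test). The test of the difference between the cell types gave a set shift of -0.29 (adjusted p = 0.058 from limma's camera test). In GSEApy with permutation of the age labels, the normalized enrichment score was -1.27 in Ly6d- CLPs (nominal p = 0.21) and 0.67 in Flk2+ MPPs (nominal p = 0.79). The shift in Ly6d- CLPs did not pass the threshold when the correlation between genes was estimated from the data (adjusted p = 0.098) or when the members of Reactome's Notch signaling set were used in place of the Hallmark list (set shift -0.02, adjusted p = 0.56 from limma's camera test), and over 9 alternatives its adjusted p ranged from 0.0062 to 0.56. Of the 20 genes shown in Fig. 5a, 19 were tested and 16 were lower at 3MO in Ly6d- CLPs, with a set shift of -0.40 (adjusted p = 0.0018 from limma's camera test). The figure shows these same libraries, with 20 of 20 genes lower at 3MO. How its genes were chosen is not stated. If they were chosen for their fall, the test restates that choice. The set shift of these genes in Flk2+ MPPs was -0.15 (adjusted p = 0.80). The 3 genes of this list with the smallest p-values were Ccnd1, Fbxw11 and Notch3. Ccnd1, the cyclin D1 gene on chromosome 7 of GRCm38 from 144929931 to 144939925, was at 80.1 ± 32.0 CPM (SD, n = 3) at 1MO and 42.3 ± 9.44 CPM (SD, n = 3) at 3MO in Ly6d- CLPs, a log2 fold change of -0.92 (standard error 0.27, adjusted p = 0.58 from edgeR). Fbxw11 had a log2 fold change of -0.38 and Notch3 of -2.57, with adjusted p-values of 0.86 and 0.89 from edgeR. With 1 library left out in turn, the log2 fold change of Ccnd1 ranged from -1.12 to -0.55. That of Fbxw11 ranged from -0.57 to -0.24 and that of Notch3 from -4.65 to -1.96. Notch1 itself, on chromosome 2 from 26457903 to 26516663, was at 1491 ± 92.6 CPM at 1MO and 1422 ± 199.2 CPM at 3MO (SD, n = 3), a difference within the spread between replicates (log2 fold change -0.07, adjusted p = 0.99 from edgeR), and with 1 library left out in turn its log2 fold change ranged from -0.19 to 0.00. No gene of either Notch list passed an adjusted p of 0.05 over all genes or over the list alone. Because Notch signaling is known to drive T-lineage differentiation of BM lymphoid progenitors, the paper proposes that reduced Notch signaling may contribute to the loss of BM lymphoid progenitors.

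**Figure D1:**
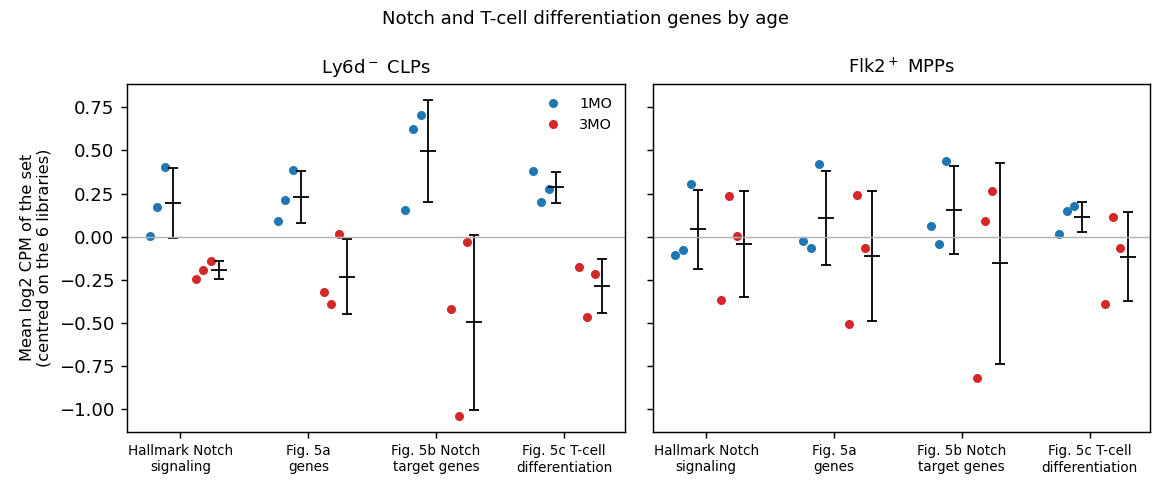
Mean log2 CPM of the genes of each set in each library, centred per gene on the 6 libraries of the cell type, for Ly6d- CLPs (left) and Flk2+ MPPs (right). Points are libraries at 1MO (blue) and 3MO (red), and black bars give the mean and SD of 3 libraries. In Ly6d- CLPs the mean of the Hallmark Notch genes is 0.19 ± 0.20 at 1MO and -0.19 ± 0.05 at 3MO, and the ages do not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow), while in Flk2+ MPPs they do (p = 0.9 from the same exact test).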

**FIGURE 5:**
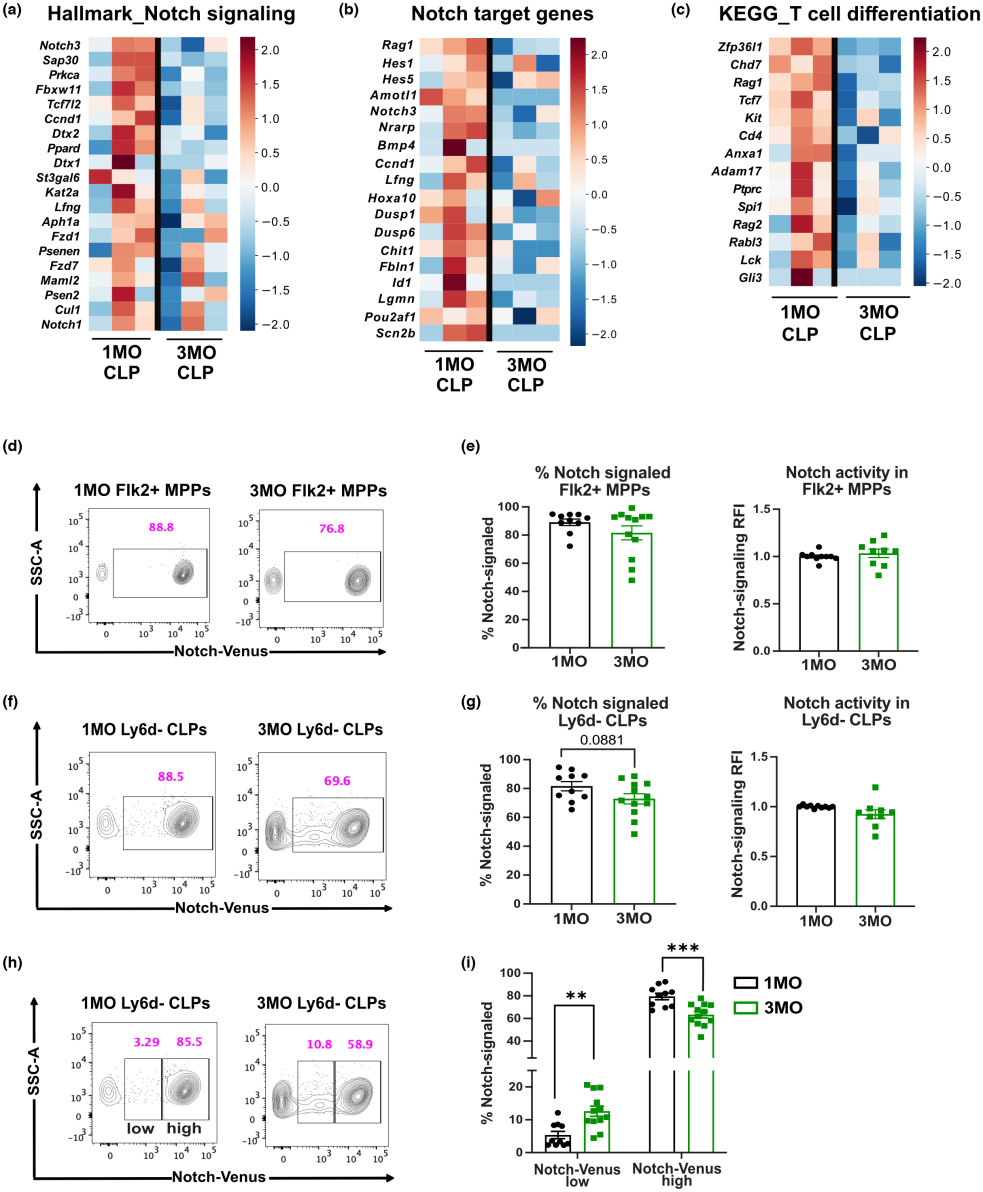
Age‐associated changes in Notch signaling accompany the decline in BM lymphoid progenitors at 3MO. (a–c) Heatmaps show row‐normalized z‐scores of gene expression values indicating enrichment of (a) the Notch signaling pathway (Hallmark), (b) Notch target genes, and (c) the T‐cell differentiation (KEGG) pathway in 1MO versus 3MO Ly6d^−^ CLPs (*n* = 3 independent experiments). (d–g) Representative flow cytometry plots, as well as quantification of the frequencies and relative fluorescence intensities (RFIs) of Notch‐Venus reporter expression in (d, e) BM Flk2^+^ MPPs and (f, g) BM Ly6d^−^ CLPs. (h) Representative flow cytometry plots showing gating to distinguish Notch‐Venus low from Notch‐Venus high cells. (i) Frequencies of Notch‐Venus low and Notch‐Venus high Ly6d^−^ CLPs in 1MO and 3MO BM. (d–i) Data are pooled from five independent experiments (*n* = 9–12 mice per age group).

Notch signaling in BM lymphoid progenitors plays a critical role in differentiation of T‐lineage progenitors (Chen et al., 2019; Tikhonova et al., 2019; Yu et al., 2015); thus, we considered the possibility that reduced Notch signaling could contribute to the decrease in BM lymphoid progenitors by 3MO of age. To further test whether Notch signaling declines, we evaluated expression of known Notch target genes in our datasets (Dong et al., 2021; Wang et al., 2014; Weerkamp, Luis, et al., 2006), and found reduced expression in 3MO versus 1MO Ly6d^−^ CLPs, but not in Flk2^+^ MPPs (Figure 5b and Figure S4B). 

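Of the 18 Notch target genes shown in Fig. 5b, 13 had enough counts to be tested. In Ly6d- CLPs, 12 of the 13 were lower at 3MO, with a median log2 fold change of -0.74. Their set shift was -0.81 (adjusted p = 6.5e-07 from limma's camera test). The figure shows these same libraries, with 18 of 18 genes lower at 3MO. If the targets shown were picked for their fall, the test restates that choice. With 1 library left out in turn, 14 or 15 of the genes were tested and the shift ranged from -1.49 to -1.10. It was -1.74 with no filter beyond 1 count. In Flk2+ MPPs, 9 of the 13 were lower, with a set shift of -0.13 (adjusted p = 0.80 from limma's camera test). The difference between the cell types gave a set shift of -0.67 (adjusted p = 0.0022 from limma's camera test). With each of the 12 libraries left out in turn, this shift ranged from -1.37 to -0.68. The difference was not past the threshold when the correlation between genes was estimated from the data (adjusted p = 0.11). Its adjusted p ranged from 0.00033 to 0.20 over 8 alternatives. In GSEApy the normalized enrichment score was -1.56 in Ly6d- CLPs (nominal p = 0.11 by permutation of the age labels) and -1.09 in Flk2+ MPPs (nominal p = 0.49 by permutation). Across the 6 Ly6d- CLPs libraries, the mean centred log2 CPM of these genes was 0.50 ± 0.30 at 1MO and -0.50 ± 0.51 at 3MO (SD, n = 3), and the ages did not overlap (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). Rag1 had the smallest p-value of the list, followed by Ccnd1 and Dusp6. Dusp6, a phosphatase gene on chromosome 10 of GRCm38 from 99263231 to 99267489, was at 92.3 ± 12.1 CPM at 1MO and 60.2 ± 5.32 CPM at 3MO (SD, n = 3) in Ly6d- CLPs, a log2 fold change of -0.62 (standard error 0.25, adjusted p = 0.79 from edgeR). After adjustment over the list alone 2 of the 13 genes passed an adjusted p of 0.05, and over all genes 1 did.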

Interestingly, expression of genes associated with T‐cell differentiation also declines in Ly6d^−^ CLPs, but not in Flk2^+^ MPPs, by 3MO of age, including known Notch targets (i.e., *Rag1* and *Rag2*; Figure 5c and Figure S4C). 

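All 14 genes shown in Fig. 5c were tested and all 14 were lower at 3MO in Ly6d- CLPs, with a median log2 fold change of -0.44 and a set shift of -0.77 (adjusted p = 6.5e-07 from limma's camera test). The figure shows these same libraries, and how its genes were chosen is not stated. If they were chosen for their fall, the test restates that choice. In Flk2+ MPPs, 9 of the 14 were lower and the set shift was -0.12 (adjusted p = 0.80 from limma's camera test). The set shift for the difference between the cell types was -0.66 (adjusted p = 0.0014 from limma's camera test). With fry in place of camera, the adjusted p of this difference was 0.098, the upper end of a range from 0.00044 over 8 alternatives. The normalized enrichment score from GSEApy was -1.50 in Ly6d- CLPs (nominal p = 0.11 by permutation of the age labels) and -1.16 in Flk2+ MPPs (nominal p = 0.40 by permutation). Rag1, on chromosome 2 of GRCm38 from 101638282 to 101649501, was at 262.7 ± 64.8 CPM at 1MO and 96.5 ± 25.4 CPM at 3MO (SD, n = 3) in Ly6d- CLPs. Its log2 fold change was -1.44 (standard error 0.25, adjusted p = 0.043 from edgeR), and it stayed between -1.68 and -1.26 with each of the 6 Ly6d- CLPs libraries left out in turn, with an adjusted p under 0.05 in 2 of those 6 fits. When only the 6 Ly6d- CLPs libraries were fitted, the adjusted p of Rag1 was 0.11, and over 4 alternatives it ranged from 4.8e-05 to 0.11. In Flk2+ MPPs the log2 fold change of Rag1 was -0.68 (standard error 0.27, adjusted p = 1.0 from edgeR), and the interaction of age and cell type was -0.77 (standard error 0.36, adjusted p = 1.0 from edgeR). Rag2, on the same chromosome from 101624718 to 101632529, was at 85.2 ± 18.8 CPM at 1MO and 64.0 ± 6.74 CPM at 3MO (SD, n = 3) in Ly6d- CLPs, a log2 fold change of -0.41 (standard error 0.35, adjusted p = 0.92 from edgeR), which does not exceed the spread between replicates by this test. Chd7 and Anxa1 followed Rag1 in the list by p-value, with log2 fold changes of -1.42 and -0.46 and adjusted p-values of 0.79 and 0.89 from edgeR.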

Altogether, these data implicate diminished Notch signaling as a potential mechanism contributing to the reduced number of T‐lineage progenitors in the BM by 3MO of age.

To further test this hypothesis, we used the CBF‐H2B‐Venus strain in which expression of an H2B‐Venus fusion protein is driven by Notch activation (Nowotschin et al., 2013). Due to perdurance of the H2B‐Venus fluorescent signal, this reporter identifies cells that are currently undergoing or have recently undergone Notch signaling. Although the frequency of Notch‐signaled Flk2^+^ MPPs and Ly6d^−^ CLPs did not decline significantly between 1MO and 3MO (Figure 5d–g), there was a notable enrichment of Venus reporter low Ly6d^−^ CLPs at 3MO relative to 1MO (Figure 5h,i). The decline in the Notch signaling reporter activity in 3MO Ly6d^−^ CLPs indicates that Notch signaling wanes at an early age in BM progenitors that contain T‐lineage potential.

Analysis of transcriptional profiling data revealed age‐associated changes in other pathways that could also impact T‐cell progenitors in the BM. 

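Of the 42 genes taken as the Hallmark Wnt/β-catenin signaling set, 33 were tested in the 12 libraries, and 19 of them were lower at 3MO in Ly6d- CLPs and 19 in Flk2+ MPPs. The set shift was -0.17 in Ly6d- CLPs (adjusted p = 0.41 from limma's camera test) and -0.23 in Flk2+ MPPs (adjusted p = 0.80 from limma's camera test), and the difference between the cell types was 0.07 (adjusted p = 0.93 from limma's camera test, in the downward direction). GSEApy gave a normalized enrichment score of -1.20 in Ly6d- CLPs (nominal p = 0.30 by permutation of the age labels) and of -1.28 in Flk2+ MPPs (nominal p = 0.32 by permutation). The mean centred log2 CPM of the set was 0.07 ± 0.02 at 1MO and -0.07 ± 0.09 at 3MO in Ly6d- CLPs (SD, n = 3), without overlap of the ages (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The genes with the smallest p-values in Ly6d- CLPs were Axin1, which was higher at 3MO with a log2 fold change of 0.39, and Frat1 and Maml1, which were lower with log2 fold changes of -0.67 and -0.29. Their adjusted p-values from edgeR were 0.89, 0.90 and 0.90. The set shift in Ly6d- CLPs changed its sign to 0.08 when all genes with at least 1 count were kept (adjusted p = 0.57 from limma's camera test) and to 0.0077 when every library was thinned to the smallest total (adjusted p = 0.63 from limma's camera test), and over 9 alternatives the adjusted p ranged from 0.12 to 0.84.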

Expression of genes in the Wnt‐β‐catenin pathway declines by 3MO in Ly6d^−^ CLPs, but not in Flk2^+^ MPPs (Figures S3A,B and S4D), and Wnt signaling has been implicated in regulating multiple steps of hematopoiesis and lymphopoiesis (Luis et al., 2012; Weerkamp, Baert, et al., 2006). Additionally, genes associated with ECM‐receptor interactions decline in 3MO Ly6d^−^ CLPs, but not in Flk2^+^ MPPs, potentially reducing interactions between lymphoid progenitors and supportive BM niches (Figures S3A,B and S4E). Furthermore, the expression of genes, including integrins and adhesion molecules, associated with the leukocyte‐transendothelial migration pathway declines by 3MO in Ly6d^−^ CLPs, but not in Flk2^+^MPPs (Figures S3A,B and S4F), which could impair egress of TSPs from the BM. 

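Of the 83 genes taken as the KEGG ECM-receptor interaction set, 55 were tested and 36 were lower at 3MO in Ly6d- CLPs. The set shift was -1.20 (adjusted p = 0.00024 from limma's camera test), while the median log2 fold change of the set was -0.13. In Flk2+ MPPs, 26 of the 55 genes were lower, with a set shift of -0.32 but a median log2 fold change of 0.05 and an upward direction in limma's camera test (adjusted p = 0.85). The difference between the cell types gave a set shift of -0.88 (adjusted p = 0.0014 from limma's camera test). With each of the 12 libraries left out in turn, this shift ranged from -1.30 to -0.37. The normalized enrichment score from GSEApy was -1.57 in Ly6d- CLPs (nominal p = 0.12 by permutation of the age labels) and -0.94 in Flk2+ MPPs (nominal p = 0.52 by permutation). Col1a2 and Col1a1, which encode the chains of type I collagen, had the smallest p-values, followed by Lamb2. Col1a2, on chromosome 6 of GRCm38 from 4504814 to 4541544, had 1871, 1332 and 1051 counts in the 3 libraries of 1MO Ly6d- CLPs and 0, 0 and 21 counts in those of 3MO, a log2 fold change of -7.52 (standard error 0.95, adjusted p = 0.0038 from edgeR). Col1a1, on chromosome 11 from 94936224 to 94953042, had 4447, 2703 and 2147 counts at 1MO and 19, 0 and 0 counts at 3MO, a log2 fold change of -8.75 (standard error 1.45, adjusted p = 0.034 from edgeR). In Flk2+ MPPs the log2 fold change of Col1a2 was -1.55 and that of Col1a1 was -3.71, both with an adjusted p of 1.0 from edgeR. Lamb2, a laminin gene on chromosome 9 from 108479736 to 108490530, had a log2 fold change of -3.88 in Ly6d- CLPs (standard error 0.85, adjusted p = 0.21 from edgeR). DESeq2 called Lamb2 (adjusted p = 0.00055 from its Wald test), among 6 genes of the set that it called in Ly6d- CLPs. Over 4 alternatives the adjusted p of Lamb2 ranged from 0.00055 to 0.55. With a library left out, edgeR called it in 1 of 6 fits. The difference did not pass with at least 10 counts in every library (set shift -0.21, adjusted p = 0.078), with the correlation between genes estimated from the data (0.054) or with fry (0.11 from limma), and its adjusted p ranged from 0.00052 to 0.11 over 9 alternatives. With only genes of at least 10 counts in every library, the set shift in Ly6d- CLPs was 0.04 (adjusted p = 0.98 from limma's camera test). This adjusted p was the upper end of a range from 0.00011 over 9 alternatives. That filter removes Col1a1, Col1a2, Lamb2 and any other gene with under 10 counts in a library. In a split chosen after the results were seen, the 26 matrix genes had a shift of -2.62, with 19 lower at 3MO. The 29 receptor genes had a shift of 0.08, with 17 lower, though the summed level of the listed receptors was lower at 3MO. RNA from bone stromal cells remains a possible, unsettled explanation for the fall of the collagen genes.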

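Of the 115 genes taken as the KEGG leukocyte transendothelial migration set, 84 were tested, of which 51 were lower at 3MO in Ly6d- CLPs and 43 in Flk2+ MPPs. The set shift was -0.04 in Ly6d- CLPs (adjusted p = 0.11 from limma's camera test) and 0.09 in Flk2+ MPPs (adjusted p = 1.0 from limma's camera test). The difference between the cell types was -0.13 (adjusted p = 0.18 from limma's camera test). With the members of Reactome's set of cell surface interactions at the vascular wall in place of the KEGG list, the set shift was -0.39 in Ly6d- CLPs (adjusted p = 0.0059) and that of the difference was -0.42 (adjusted p = 0.015 from limma's camera test). Over the alternatives, these adjusted p-values ranged from 0.0059 to 0.23 in Ly6d- CLPs and from 0.015 to 0.35 for the difference. GSEApy gave a normalized enrichment score of -1.39 in Ly6d- CLPs (nominal p = 0.11 by permutation of the age labels) and of 1.01 in Flk2+ MPPs (nominal p = 0.50 by permutation). Among integrin and adhesion genes, 14 were tested and 10 of these were lower at 3MO in Ly6d- CLPs, with a median log2 fold change of -0.22 and a set shift of -0.63 (adjusted p = 0.0040 from limma's camera test, over 11 marker lists). The shift of these genes was -0.20 in Flk2+ MPPs (adjusted p = 0.12) and -0.42 for the difference (adjusted p = 0.28 from limma's camera test). In Ly6d- CLPs, some genes with few counts moved far: Cdh5 (log2 fold change -3.97), Esam (-2.44) and Jam3 (-2.11) fell and Jam2 rose (1.42). Among genes with more counts, Itga4 (-0.04), Icam1 (-0.03), Itgal (-0.15), Pecam1 (0.01) and Itgam (0.06) changed little, and Itgb1 had -0.29. The set shift thus does not describe a fall across all of the list. Itgb2, the integrin beta 2 gene on chromosome 10 of GRCm38 from 77530252 to 77565708, was at 68.6 ± 2.44 CPM at 1MO and 41.7 ± 10.3 CPM at 3MO (SD, n = 3) in Ly6d- CLPs, a log2 fold change of -0.72 (standard error 0.23, adjusted p = 0.64 from edgeR). F11r, which encodes the junctional adhesion molecule A and lies on chromosome 1 from 171437535 to 171464603, had a log2 fold change of -1.83 (standard error 0.51, adjusted p = 0.51 from edgeR), and Ptk2, the focal adhesion kinase gene, of -1.68 (standard error 0.54, adjusted p = 0.65 from edgeR). With 1 library left out in turn, the log2 fold change of Ptk2 ranged from -2.05 to -0.84. That of F11r ranged from -2.39 to -1.32 and that of Itgb2 from -0.88 to -0.53. None of the 84 genes passed an adjusted p of 0.05 in Ly6d- CLPs, and 6 had an unadjusted p under 0.05.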

Collectively, these findings implicate early changes in Notch signaling and other pathways involved in regulation of lymphopoiesis and cellular interactions in the reduction in T‐lineage progenitors in the BM.

### 2.6 Notch ligand expression in thymic stromal cells and Notch signaling in ETPs are diminished by 3MO

Activation of the Notch signaling pathway in the thymus is also essential for ETP T‐cell lineage commitment and subsequent T‐cell development (Han & Zúñiga‐Pflücker, 2021), and the Notch ligand *Dll4* is expressed by both cTECs and endothelial cells (ECs) in the thymus (Buono et al., 2016; Hozumi, Mailhos, et al., 2008; Velardi et al., 2014). Our previously reported gene expression data show downregulation of *Dll4* in cTECs between 1 and 3MO of age (Ki et al., 2014). Quantitative RT‐PCR analysis of isolated 1MO and 3MO cTECs confirms reduced *Dll4* expression by 3MO of age (Figure 6a). To validate the early age‐associated decline in *Dll4* expression in the thymus environment, we analyzed cTECs and thymic ECs from *Dll4* reporter mice (Tikhonova et al., 2019). Interestingly, *Dll4* expression declines in both cTECs and ECs between 1MO and 3MO of age (Figure 6b–e). In addition, the level of NOTCH1 expression on ETPs declines significantly by 3MO (Figure 6f,h), consistent with the fact that *Notch1* is a target gene of NOTCH signaling (Wang et al., 2014; Weerkamp, Luis, et al., 2006). To determine whether decreased levels of NOTCH1 on ETPs and reduced expression *of Dll4* by cTECs and ECs at 3MO of age are associated with diminished Notch signaling in ETPs, we first tested whether the Notch‐Venus reporter is faithfully expressed in immature thymocyte subsets known to undergo Notch signaling. As expected, reporter levels were high in ETPs and DN2s and dropped in the DN3 and DN4 subsets (Figure S5). Notably, the frequency of ETPs undergoing Notch signaling declines between 1MO and 3MO of age (Figure 6g,h). Also, the lower relative mean fluorescence intensity (RFI) of the Venus reporter in 3MO ETPs indicates a reduced level of Notch signaling. Taken together, these data show that the early decline in ETP cellularity is associated with diminished Notch signaling activity in T‐lineage progenitors in both the BM and thymus microenvironments.

**FIGURE 6:**
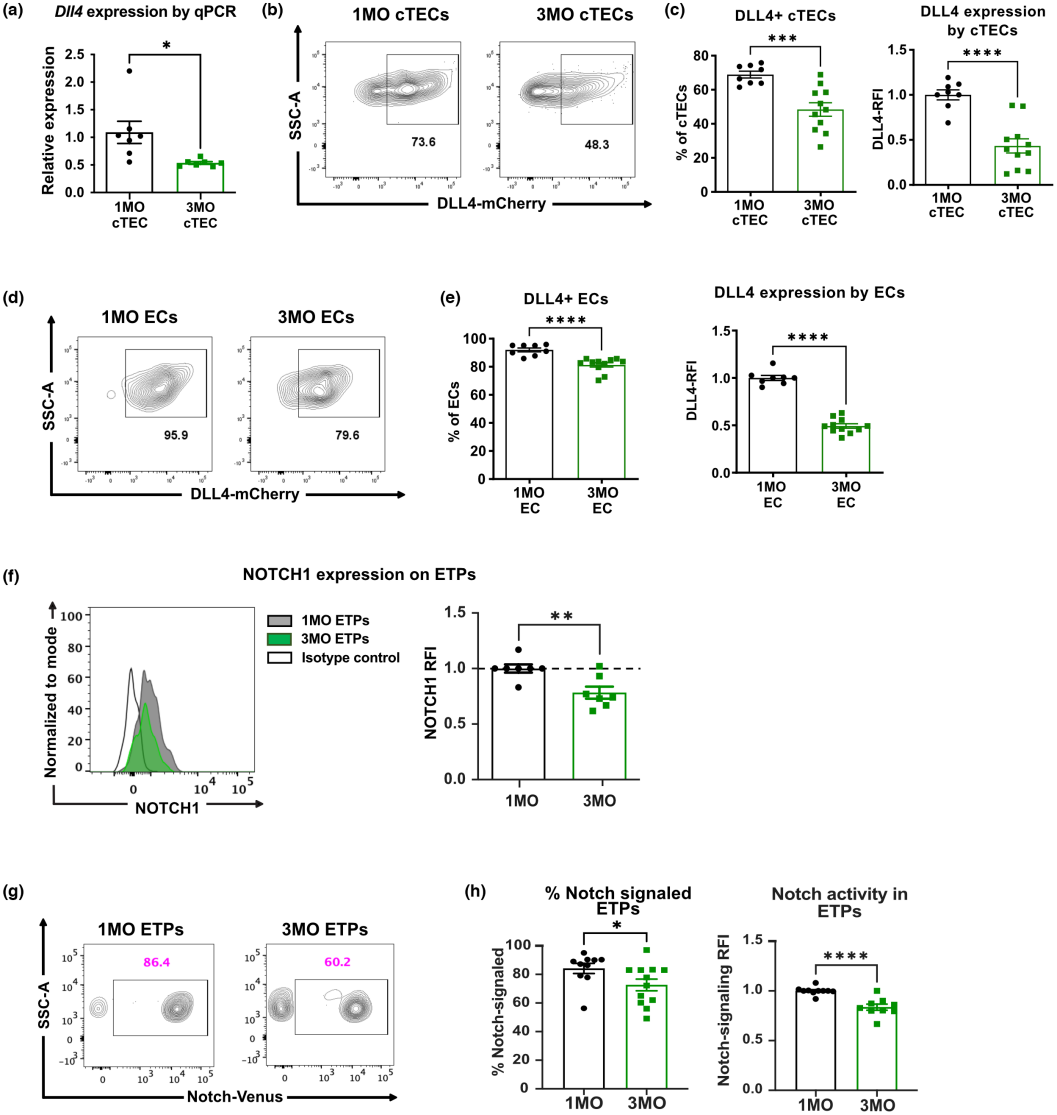
Age‐associated changes in Notch ligand expression and Notch signaling in the thymus correlate with the decline in ETPs at 3MO. (a) qPCR analysis showing relative *Dll4* expression by CD45^−^ EpCAM^+^ Ly51^+^ cTECs from 1MO and 3MO C57BL/6J mice. Data are pooled from two biological experiments with 3–4 technical replicates per experiment, and expression levels were normalized to those at 1MO of age. (b, d) Representative flow cytometry plots and (c, e) quantification of the frequency of *Dll4*‐reporter^+^ cells and *Dll4*‐mCherry RFIs in (b, c) CD45^−^ EpCAM^+^ Ly51^+^ cTECs, and (d, e) CD45^−^ CD31^+^ endothelial cells (ECs) from *Dll4‐mCherry* reporter mice. Data are normalized to the average *Dll4‐mCherry* expression by (c) 1MO cTECs and (e) 1MO ECs. (c, e) Data are pooled from four independent experiments (*n* = 8–10 mice). (f) Representative histogram (left) and quantification of RFIs (right) of NOTCH1 cell surface expression on thymic ETPs. Data are normalized to the average NOTCH1 MFI of 1MO mice in each individual experiment. Data are pooled from three independent experiments (*n* = 7 mice per age group). (g) Representative flow cytometry plots and (h) frequencies and RFIs of Notch‐Venus reporter expression in thymic ETPs. Data are pooled from five independent experiments (*n* = 9–12 mice per age group). (c, e, f, h) Symbols represent data from individual mice at each age and bars represent means ± SEM. Statistical analysis was performed using Student *t* test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

## 3 DISCUSSION

It is well established that thymus cellularity and T‐cell output decline during age‐associated thymus involution (Chinn et al., 2012). While prior studies focused on comparative analysis of thymuses from young mice (1–4MO of age) versus severely involuted thymuses from middle‐aged and old mice (9–28MO of age), the present investigation focuses on changes that occur during the initial stages of thymus involution between 1 and 3MO of age. In agreement with other reports (Chen et al., 2009; Hale et al., 2006; Lepletier et al., 2019), we find a significant decline in thymus cellularity by 3MO of age. Furthermore, the progressive reduction in total thymocyte numbers with age is highly correlated with a reduction in the number of ETPs, which contain progenitors that give rise to all subsequent stages of developing T cells. These results suggest that the early decline in ETPs plays a key role in initiating age‐associated thymus atrophy. Given that TSPs, ETPs and all subsequent stages of developing T cells rely on inductive and supportive signals from the thymic microenvironment, which undergoes profound age‐associated changes during thymus involution, we first tested whether a reduction in the thymic niches that support TSPs and ETPs are diminished by 3MO of age. Unexpectedly, we did not find an age‐related decline in the number of functional, available TSP niches between 1 and 12MO of age. In fact, there was a slight increase in these niches by 12MO of age. Thus, we subsequently investigated whether the early decline in ETP numbers reflects a reduction in BM and/or circulating T‐cell progenitors. Our studies reveal a dramatic decline in circulating Flk2^+^CD27^+^ progenitors, which contain TSPs, as well as a reduction in BM lymphoid progenitors by 3MO of age. We provide multiple lines of evidence implicating an early age‐associated decline in Notch signaling as a factor contributing to the decreased cellularity of T‐lineage progenitors in the BM. Furthermore, expression of the Notch ligand DLL4 by cTECs and thymic ECs is reduced by 3MO, as is Notch signaling activity in ETPs. Overall, our results suggest that both a decline in pre‐thymic lymphoid progenitors in the BM and blood, along with changes in the BM and thymic stromal microenvironments, contribute to the early onset of thymus involution by 3MO of age.

It has previously been established that hematopoietic progenitors in the BM become myeloid‐biased with age. For example, transplantation experiments revealed that HSCs from aged mice are biased toward a myeloid fate (Beerman et al., 2010; Busch et al., 2015; Min et al., 2004; Rossi, Corbel, et al., 2005; Young et al., 2016). Moreover, fate mapping studies have shown that MPPs from old mice transit more efficiently into common myeloid progenitors (CMPs) than CLPs (Busch et al., 2015). Nevertheless, the differentiation potential of lymphoid‐biased HSCs on a per cell basis does not decline with age (Dorshkind et al., 2020; Montecino‐Rodriguez et al., 2019). These prior studies assessed the decline in BM lymphoid potential between young (1–4MO) and much older mice (10–28MO). Since we find that ETP numbers decline by 3MO of age, we explored the possibility that a reduction in BM lymphoid progenitors contributes to the early decline in ETPs. Importantly, we found a striking decrease in the number of circulating TSPs and the number and percentage of the BM progenitors Ly6d^−^ CLPs and Flk2^+^ MPPs at 3MO. Thus, diminished production and/or egress of T‐lineage progenitors from the BM likely contributes to the early reduction in ETPs. Interestingly, a fetal‐derived lymphoid‐biased HSC subset persists in the BM until at least 2 weeks of age before being lost in adult mice (Beaudin et al., 2016). Also, embryonic‐derived hematopoietic progenitors contribute to thymopoiesis through 7 weeks of age (Montecino‐Rodriguez et al., 2019). These studies raise the possibility that the early decline in BM lymphoid progenitors and ETPs could reflect a reduced contribution of embryonically derived hematopoietic progenitors. However, competitive heterochronic progenitor transfer assays showed no cell‐intrinsic defect in the ability of 3MO Flk2^+^CD27^+^ lymphoid progenitors to seed the thymus or differentiate therein, indicating that even if the switch from fetal to adult hematopoiesis results in fewer TSPs, they are not less functional on a per cell basis. To our knowledge, the present study is the first to show a substantial reduction in BM lymphoid progenitors and circulating TSPs by 3MO of age.

As lymphoid progenitor activity is regulated by niche factors in the BM and thymus microenvironments, age‐associated changes in stromal cells could play a role in the early decline of BM lymphoid progenitors and ETPs. Several observations in the present report suggest that diminished Notch signaling contributes to the early decline in BM lymphoid progenitors and ETPs between 1MO and 3MO of age. Transcriptional profiling revealed a decline in the Notch signaling pathway and expression of Notch target genes in Ly6d^−^ CLPs between 1 and 3 MO of age. Consistent with these findings, analysis of Notch signaling using the CBF‐H2B‐Venus Notch reporter strain (Nowotschin et al., 2013) demonstrated an age‐related decline in Notch signaling in BM‐resident CLPs. We note that the decline in expression of genes associated with Notch signaling in Ly6d^−^CLPs, but not in Flk2^+^ MPPs, is consistent with the reduction in Notch signaling reporter levels in CLPs, but not in MPPs, by 3‐MO of age. Notably, Notch signaling in the BM microenvironment is essential to sustain a normal number of Ly6d^−^ CLPs and downstream thymic ETPs, although it is not needed to sustain LMPPs (Tikhonova et al., 2019; Yu et al., 2015). Thus, the observed reduction in Notch signaling in Ly6d^−^ CLPs by 3MO is likely to impair production of T‐lineage progenitors. Transcriptional profiling studies also demonstrate that by 3MO of age Ly6d^−^ CLPs have reduced expression of genes like integrins and adhesion molecules that could both impair their interactions with a supportive BM stromal niche and reduce egress of T‐lineage progenitors into circulation. However, *Cxcr4* expression did not increase in 3MO relative to 1MO Ly6d^−^ CLPs (not shown), indicating that CXCR4‐mediated retention of T‐lineage progenitors in the BM is not likely responsible for the reduction in circulating TSPs.

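Cxcr4, on chromosome 1 of GRCm38 from 128588199 to 128592293, encodes the receptor that retains progenitors in the BM. In Ly6d- CLPs it was at 251.3 ± 56.2 CPM at 1MO and 238.6 ± 11.3 CPM at 3MO (SD, n = 3), a difference smaller than the spread between replicates. The log2 fold change was -0.08 (standard error 0.21, adjusted p = 0.99 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -0.25 to 0.05 with each of the 6 libraries left out in turn. In Flk2+ MPPs the levels were 115.3 ± 14.0 CPM at 1MO and 143.6 ± 37.5 CPM at 3MO (SD, n = 3), a log2 fold change of 0.32 (standard error 0.21, adjusted p = 1.0 from edgeR).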

Heterochronic BM transplantation experiments showed that successful T‐cell reconstitution depends on the age of the recipient thymus rather than on the age of donor hematopoietic progenitors (Mackall et al., 1998; Zhu et al., 2007), consistent with the notion that thymic stromal support of thymopoiesis wanes with age. Alterations in the composition, organization, and/or function of the thymus microenvironment could impair seeding and/or differentiation of TSPs, which enter the thymus on a periodic basis to occupy a limited number of stromal cell niches (Donskoy & Goldschneider, 1992; Foss et al., 2001; Ziętara et al., 2015). Therefore, we asked whether the availability of functional TSP niches diminishes with age. Using multicongenic barcoding progenitor transfers, combined with mathematical modeling, thymuses from 1MO and 3MO old mice were found to contain a comparable number of available TSP niches. Thus, the early decline in ETP numbers is not a function of reduced TSP niche availability. To the contrary, our results showed an upward trend in the number of available TSP niches with age. Previous investigations have reported evidence for a feedback loop in which key TSP niche factors and T‐cell progenitor entry are restricted by the number of intrathymic T‐cell precursors (Prockop & Petrie, 2004; Rossi, Bryder, et al., 2005; Ziętara et al., 2015). Since we find a substantial reduction in the number of circulating TSPs and intrathymic ETPs as early as 3MO of age, it is possible that the observed increase in available TSP niches with advancing age is due, at least in part, to a decline in feedback from TSPs and/or ETPs.

As TSP transition into the thymus, stromal cells like ECs and cTECs play a critical role in supporting their survival, proliferation, and T‐lineage commitment by providing niche factors, like DLL4, KITL, and IL‐7 (Buono et al., 2016; Han & Zúñiga‐Pflücker, 2021; Krueger et al., 2017; Lancaster et al., 2018). Given that the TEC compartment deteriorates during thymus involution, we considered the possibility that ETP niche factors become diminished with age. It is well established that Notch signaling plays an essential role in thymic T‐lymphopoiesis (Chen et al., 2009; Han & Zúñiga‐Pflücker, 2021; Hozumi, Mailhos, et al., 2008; Koch et al., 2008; Wilson et al., 2001). NOTCH1 is expressed by ETPs, while the critical Notch ligand DLL4 is expressed by thymic ECs and cTECs (Buono et al., 2016; Han & Zúñiga‐Pflücker, 2021; Velardi et al., 2014). We found that Notch expression and signaling are reduced in ETPs by 3MO of age, consistent with diminished *Dll4* expression in both cTECs and ECs. Importantly, Notch impacts T‐cell development in a dose‐dependent manner, such that lymphoid progenitors with heterozygous Notch deficiency are at a competitive disadvantage in their ability to generate ETPs and downstream thymocytes (Tan et al., 2005). Also, even a partial reduction in *Dll4* expression by TECs results in fewer ETPs and downstream thymocytes (Velardi et al., 2014). Thus, while the number of available TSP niches does not decline by 3MO, the reduced expression of *Dll4* by thymic stromal cells, together with a reduction in Notch signaling reporter levels in ETPs, strongly indicates that the thymus environment has a reduced capacity to support Notch signaling in T‐lineage progenitors, contributing to the early decline in ETPs and downstream progeny.

Collectively, our results indicate that an early age‐associated decline in Notch signaling in T‐cell progenitors results in a reduced number of BM lymphoid progenitors, circulating TSPs and thymic ETPs at the outset of thymus involution. This link will be further evaluated in future studies. In summary, this study shows that reduced BM lymphoid potential and alterations in thymic stromal cells during the first 3MO of life synergize to initiate the earliest stages of thymus involution.

### 3.1 Experimental procedures

#### 3.1.1 Mice

C57BL/6J (CD45.2, Thy1.2), B6.PL‐Thy1a/CyJ 9 (CD45.2, Thy1.1), B6.SJL‐*Ptprc* ^*a*^ *Pepc* ^*b*^/BoyJ (CD45.1, Thy1.2), C57BL/6‐Tg(CAG‐EGFP)1Osb/J (GFP) (Okabe et al., 1997), and Tg(Cp‐HIST1H2BB/Venus)47Hadj/J (Notch‐Venus reporter) (Nowotschin et al., 2013) mice were obtained from Jackson Laboratories and bred in‐house. F1 mice for multicongenic barcoding experiments were bred in‐house from CD45 congenic, Thy1 congenic, and EGFP strains (Figure S2B). *Dll4‐mCherry* mice were generously provided by Dr. Iannis Aifantis (NYU School of Medicine, NY) (Tikhonova et al., 2019). C57BL/6J recipient mice for multicongenic barcoding experiments were obtained from the National Institute of Aging. All mice were maintained under specific pathogen‐free conditions at the animal facilities at the University of Texas at Austin and the University of Texas MD Anderson Cancer Center, Smithville. All experimental procedures were performed in accordance with the Institutional Animal Care and Use Committees.

### 3.2 Multicongenic barcoding progenitor transfer assay

Bone marrow cells were obtained from the long bones (femur, tibia, humerus, radius, and ulna) of 4‐ to 6‐week‐old mice of eight different congenic backgrounds (Figure S2B). Bones were crushed and single‐cell suspensions were prepared in FACS wash buffer (PBS+ 2% FBS), followed by RBC lysis (RBC lysis buffer, BioLegend). Cells were stained with lineage (Lin)‐specific antibodies against CD11b, Gr‐1, Ter‐119, B220, CD19, CD3, and CD8 (all from BioXCell), and Lin^+^ cells were depleted with sheep anti‐rat IgG immunomagnetic beads (Dynabeads, Invitrogen). Cells were then immunostained, and Lin^−^Flk2^+^CD27^+^ BM progenitors from F1 congenic strains were FACS purified (Figure S2A). Progenitors from each of the eight congenic strains were mixed at equal ratios, and a total of 100,000 cells were retro‐orbitally injected into non‐irradiated 1MO, 3MO, 6MO, and 12MO C57BL/6J recipient mice. Thymocytes were analyzed after 21 days by flow cytometry to distinguish the contributions of distinct congenic donor strains. 2.5 million events were recorded per recipient thymus, and successful thymic colonization was scored if a minimum of 40 cells of a given donor strain was detected. Quantification of niches was performed using a multinomial sampling algorithm (see Bayesian estimation of TSP niche numbers).

### 3.3 Competitive heterochronic progenitor seeding assay

Lin^−^Flk2^+^CD27^+^ progenitors were isolated from the long bones of 1MO and 3MO congenic donor mice as described above. 1MO and 3MO progenitors were mixed at 1:1 ratio, and 100,000 cells were retro‐orbitally injected into 1MO and 3MO non‐irradiated C57BL/6J recipient mice. After 21 days, donor chimerism was analyzed in the recipient thymi by flow cytometry.

### 3.4 Flow cytometry

For analysis of thymocyte subsets, cell suspensions were prepared by manually dissociating thymuses in FACS wash buffer (FWB; PBS+ 2% bovine calf serum), and the cells were filtered through a 40 μM cell strainer (Fisher). For isolating cTECs and ECs, thymi were isolated and cleaned of fat and connective tissue and placed in PBS. Thymic lobes were cut into small pieces and enzymatically digested as previously described (Seach et al., 2012). Briefly, 0.2 mg of liberase TM (Sigma Aldrich) and 80 U of DNAse I (Sigma Aldrich) were used per thymus tissue for digestion. An enzymatic mixture containing Liberase TM and DNAse 1 in 2 mL PBS were added to the thymic lobes and gently agitated in a 37°C shaking incubator for 10 minutes for a total of four digestion steps. At each digestion step, supernatant was collected into a 50 mL tube containing FWB (PBS+ 2% bovine calf serum+5 mM EDTA). Cells were centrifuged at 1250 rpm for 5 min at 4°C, and the pellet was resuspended in 5 mL of FWB. Cells were depleted of thymocytes using anti‐mouse CD45 Microbeads (Miltenyi Biotech) on the autoMACS® Pro Separator according to manufacturer's recommendations. Enriched stromal cells were immunostained before FACS sorting cTECs.

For quantification of circulating Lin^−^Flk2^+^CD27^+^ progenitors, following euthanasia, blood was collected immediately by making an incision in the right atrium and puncturing the left ventricle with a syringe. All available blood from the mice was collected from the chest cavity by perfusing with 10 mM of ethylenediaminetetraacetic acid/phosphate‐buffered saline. RBCs were lysed with RBC lysis buffer (BioLegend) twice, and white‐blood cells were immunostained for flow cytometry. For quantification of BM lymphoid progenitors, long bones from each mouse were collected and crushed to obtain single‐cell suspensions, prior to filtering through a 40 μM cell strainer (Fisher) and lysing RBCs with RBC lysis buffer (BioLegend).

For preparation for flow cytometry, 6–10 million cells were immunostained with the fluorescently conjugated antibodies for 20 min on ice in FWB prior to washing in FWB and resuspending in FWB plus propidium iodide (Enzo) before flow‐cytometric analysis. For intracellular staining of BrdU and cleaved caspase‐3, cells were stained with antibodies for cell surface markers in FWB plus fixable viability dye (Zombie Red; BioLegend), then fixed and permeabilized using the BrdU APC kit (BD Biosciences) according to manufacturer's protocol. Then, the cells were stained with anti‐BrdU and anti‐cleaved caspase‐3 fluorescently conjugated antibodies. Flow cytometry data were acquired on a BD LSRFortessa™ or/and cells were FACS sorted on a BD FACSAria™ or BD FACSAria™ Fusion and analyzed using FlowJo software (V9.9.6 and V10.8.0, Tree Star Inc). A complete list of antibodies used for FACS analysis and sorting are provided in Table S1.

### 3.5 BrdU assay

Mice were weighed to determine the amount of BrdU to be injected per gram of body weight. 0.1 mg of BrdU per gram of body weight was injected intra‐peritoneally into 1MO and 3MO C57BL/6J mice. After 8 h, thymocytes were isolated to assess BrdU incorporation by flow cytometry.

### 3.6 cDNA preparation and quantitative PCR

FACS‐purified cTECs from 1MO and 3MO C57BL/6J mice were resuspended in TRIzol reagent (Invitrogen) to isolate RNA. cDNA was prepared using the qScript cDNA synthesis kit (Quantobio) according to manufacturer's instructions. qRT‐PCR experiments were performed on the Viia7 Real‐time PCR system (Thermo Fisher Scientific) using the following SYBR green and Taqman probes: DLL4 (SYBR green), actin (SYBR Green), and mouse alpha tubulin (Taqman). The primer sequences for DLL4 are as follows: forward primer, 5′‐AGGTGCCACTTCGGTTACAC‐3′; reverse primer, 5′‐GGGAGAGCAAATGGCTGATA‐3′. Gene expression levels were normalized relative to β‐actin.

### 3.7 Bayesian estimation of TSP niche numbers

For quantification of thymic niches, a Bayesian technique was implemented to estimate the number of niches present in recipient mice from the missing number of donors detected. Generalized linear models were used to test whether the distributions of the estimated number of niches present in each age category declines with increasing age. General linear modeling was performed with Poisson response and a log link function with age as the only categorical covariate. Test statistic (χ^2^) was used to test the trend of number of niches over age groups. For estimation, the donor probabilities from the proportion of donor cells injected in each mouse were calculated. A posterior likelihood was computed using sampling from a multinomial distribution where *L* is the number of iterations, *N* is the number of niches, and *k* is the number of distinct donors. This likelihood was then normalized to give a probability distribution for each likely value of missing donors. The maximum estimate of *N* that is drawn from the posterior distributions (MAP) was used as the most likely estimate of available niches. Batch to batch variation (i.e., replicate experiments) was used to test for potential bias due to batch effects. Regression analysis was used to assess whether there are differences in available niches by age.

### 3.8 Sample preparation for RNA‐seq

Lineage‐depleted BM cells were isolated from long bones of 1MO mice and 3MO mice, as described above. 50,000–100,000 Ly6d^−^ CLPs and Flk2^+^ MPPs were FACS‐purified per mouse (gating strategy as shown in Figure 4c). Total RNA was extracted using Direct‐zol RNA Microprep kit (Zymo Research) according to manufacturer's instructions. mRNA was isolated using the Poly(A) Purist‐MAG kit (ThermoFisher), according to manufacturer's instructions mRNA quality was assessed on an Agilent Bioanalyzer using the Agilent RNA 6000 Pico kit (Agilent). Libraries were prepared at the University of Texas Genomic Sequencing and Analysis Facility, according to manufacturer's instructions, using the NEBNext Ultra II Direction RNA kit (NEB, product number E7760). The resulting libraries were tagged with unique dual indices and checked for size and quality using the Agilent High Sensitivity DNA Kit (Agilent). Library concentrations were measured using the KAPA SYBR Fast qPCR kit and loaded for sequencing on the NovaSeq 6000 instrument (paired‐end 2X150, or single‐end, 100 cycles) with a target of 20 million reads per sample.

### 3.9 RNA‐seq data analysis

Data were processed using the nf‐core Nextflow pipeline (Ewels et al., 2020). The pipeline entails QC and merging of fastQ files with FastQC, UMI extraction with UMI‐tools (Smith et al., 2017), adapter and quality trimming with Trim Galore!, removal of ribosomal RNA with SortMeRNA (Kopylova et al., 2012), alignment with STAR v2.7.10b, transcript quantification with Salmon (Patro et al., 2017), and further quality control and normalization with DESeq2 (Love et al., 2014). Differential expression between 1MO and 3MO samples was performed using DESeq2. Gene set enrichment analysis (GSEA) was run using all genes against the Hallmark and KEGG gene sets using default parameters with the GSEApy package in Python (Fang et al., 2023).

### 3.10 Statistical analyses

Bayesian estimation to quantify the number of TSP niches was performed using R (The R Foundation for Statistical Computing). Statistical tests were done using Prism (V9.2.0; GraphPad Software), and significance was determined using an unpaired Student *t* test, one‐way analysis of variance (ANOVA) with Kruskal–Wallis multiple comparisons test or two‐way ANOVA with Sidak's multiple comparisons test, as indicated in the figure legends.

## AUTHOR CONTRIBUTIONS

JS, AV, ERR, and LIRE designed the experiments and wrote the manuscript. JS, AV, CS, HJS, and EP performed experiments and analyzed the data. BL, SAS, and CS performed statistical analyses. AK, ERR, and LIRE edited the manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Data S1:
Click here for additional data file.

## Data Availability

For original data, please contact  or . RNA‐seq data from this study are available at Gene Expression Omnibus (GEO) under accession number GSE230723.

How the deposited data were processed for this re-analysis (not part of the article)

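RNA of Ly6d- CLPs and Flk2+ MPPs from the BM of C57BL/6J mice at 1 and 3 months of age was profiled in 3 replicates of each group, 12 libraries in total. The authors prepared the libraries from polyadenylated RNA, processed the reads in an nf-core pipeline with FastQC, UMI-tools, Trim Galore, removal of ribosomal RNA with SortMeRNA, alignment with STAR v2.7.10b and quantification with Salmon, and deposited one table of estimated counts per gene, scaled for average transcript length and not for the depth of each library. The paper describes the reads as paired-end or single-end without assigning either to this experiment, and names no genome build. Raw reads were not used, so alignment and quantification are those of the authors. All 12 columns were matched to samples by name, and 0 were left unmatched. The replicate numbers come from the sample titles, and the paper describes 3 independent experiments without stating that equal numbers share an experiment.

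The total of the estimated counts ranged from 8889083 to 20677785 per library, with a median of 13208993, against the 20000000 reads per library that the paper intended. Between 12379 and 15512 genes had a count in a library. Coordinates are those of GENCODE M21 on GRCm38, matched by Ensembl identifier, which held 32158 of the 32285 genes. 78 gene names occurred more than once, so genes were joined by identifier. The counts were rounded to whole numbers for R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and for Python 3.11.15 with GSEApy 1.3.1, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1.

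Differential expression was tested with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, in one fit of 4 groups, for age in each cell type and for the interaction of age and cell type, at a Benjamini-Hochberg adjusted p under 0.05. Sets of genes were tested with limma's camera test at an inter-gene correlation of 0.01 and adjusted over 7 sets per comparison. The set shift is the mean log2 fold change of the set minus that of the other tested genes. The camera test compares moderated statistics and not log2 fold changes, so its direction can differ from the sign of the set shift. GSEApy was run on size-factor normalized values of all genes with a count, with signal-to-noise ranking, 1000 permutations of the age labels, a weight of 1, and sets of 10 to 500 genes, where the minimum of 10 is lower than GSEApy's default. GSEApy changes to permuting genes when a group has under 3 samples, and this was overridden in the fits with a library left out so that the labels were permuted throughout. Single values were compared with exact permutation tests, for which p = 0.1 is the smallest that 3 against 3 allow. Set scores are means of log2 CPM with a prior count of 2, centred per gene. In simulated counts for 13367 genes, edgeR recovered 143 of 200 genes changed 3-fold with their direction (71.5%) and called 7 unchanged genes. A simulated set of 25 genes lowered 1.5-fold gave 4.8e-11 as the p-value of limma's camera test and an unchanged set 0.21, and GSEApy gave 2 of 2 changed sets their direction.

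The genes of Fig. 5a–c were read from the figure. The Hallmark and KEGG collections were not available, so the members of Hallmark Notch signaling, Hallmark Wnt/β-catenin signaling, KEGG ECM-receptor interaction and KEGG leukocyte transendothelial migration were written from general knowledge of these collections, and may differ from the lists the authors used. The marker lists for cell types, the cell cycle, interferon response, isolation response and fetal-type genes were written in the same way. Genes are named by a rule: each gene the paper names on these data, the 3 genes of each set with the smallest p in Ly6d- CLPs, the integrin and adhesion genes, and for each cell type the 3 rising and 3 falling genes with the smallest adjusted p among those past 0.05 whose 3 same-numbered differences share a sign. Any other gene named was chosen after its values were seen.

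The alternatives were DESeq2's size factors, no filter on low counts, at least 10 counts in every library, a replicate block, Ly6d- CLPs and Flk2+ MPPs of one age and number as pairs, every library thinned to the smallest total with edgeR's thinCounts, camera with the inter-gene correlation estimated from the data, fry, fits of only the 6 libraries of a cell type, DESeq2's Wald test, a 2-fold minimum, members of Reactome sets shipped with fgsea 1.28.0, and each library left out in turn. For GSEApy they were permutation of genes, ranking by the log2 ratio, ranking by the DESeq2 statistic, only genes passing filterByExpr, and values not scaled for depth. Flow cytometry, reporter, quantitative PCR and thymus data of the paper are not in the table and were left out, as were its supplementary figures, which were not at hand.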

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

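The tests of bone stromal genes, of receptors and matrix genes, of GC content and gene length, of other splits for the differences between cell types and for the marker lists, of the fetal-type list without 2 genes, of thinned libraries, of totals in same-numbered pairs, and the exact tests of the mean levels of the marker lists were chosen only after the results were seen.

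The effect of age differed between Ly6d- CLPs and Flk2+ MPPs in the interaction test for the genes of Fig. 5b (set shift -0.67), for those of Fig. 5c (-0.66) and for ECM-receptor interaction (-0.88). Among the 32 splits of the libraries within the cell types that part every same-numbered pair, the real one included, 7 gave a p as small for Fig. 5b, 8 for Fig. 5c and 2 for ECM-receptor interaction. For the other sets the numbers were 8 for Hallmark Notch signaling, 12 for Fig. 5a, 29 for Wnt signaling and 4 for transendothelial migration. Of the 32 splits, 8 keep the real ages of the Ly6d- CLPs libraries, and with them any effect of age in Ly6d- CLPs. All 7 of the splits as small for Fig. 5b, all 8 for Fig. 5c and the 2 for ECM-receptor interaction are among these 8, so the counts do not settle whether the cell types differ. For single genes, 0 calls were found, so 32 of the 32 splits gave at least as many whatever the data, and 19 gave at least as many as the 429 genes with an unadjusted p under 0.05. In the figure, which shows values not scaled for depth, 20 of 20, 18 of 18 and 14 of 14 genes of Fig. 5a, Fig. 5b and Fig. 5c are lower at 3MO in Ly6d- CLPs. How the genes of Fig. 5a and Fig. 5c were chosen from their pathways is not stated. If the genes were displayed for their fall in these libraries, the tests of these 3 lists restate that choice.

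Within Ly6d- CLPs, 1 of the 4 splits that part every same-numbered pair, the real one, gave a p as small for each of the 7 sets, and the 4 splits cannot give a share under 0.05. The other 6 splits part 1 pair, and of these 1 gave a p as small for ECM-receptor interaction and 2 for Wnt signaling. In Flk2+ MPPs the numbers of the 4 splits were 4 for Hallmark Notch signaling, 3 for Fig. 5a, 2 for Fig. 5b, 1 for Fig. 5c, 3 for Wnt signaling, 3 for ECM-receptor interaction and 4 for transendothelial migration. After correction of the test statistics for GC content and gene length, limma's camera test in Ly6d- CLPs gave unadjusted p-values of 0.0038 for Hallmark Notch signaling, 0.00041, 1.15e-06 and 1.15e-08 for the genes of Fig. 5a, Fig. 5b and Fig. 5c, and 0.18 for Wnt signaling, 9.8e-07 for ECM-receptor interaction and 0.036 for transendothelial migration. On the same statistics before the correction these were 0.013, 0.0013, 1.41e-06, 6.00e-08, 0.42, 0.00013 and 0.080. They differ from the unadjusted p-values of the main camera test, such as 0.0087 for Hallmark Notch signaling and 1.37e-07 for Fig. 5b. GC content and length explained 3.56% of the variance of the statistics, and no p-value rose with their removal, though that of Fig. 5b hardly moved.

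Genes that the paper does not discuss also differed with age. In Ly6d- CLPs these were Col1a2 (log2 fold change -7.52), Col1a1 (-8.75), Igf2bp3 (-4.52), Hmga2 (-1.66), Tifab (-1.39), Pgr (4.52), Adam22 (2.48), Ak4 (2.12) and Mapkbp1 (1.38), and in Flk2+ MPPs Igf2bp3 (-7.84), Hmga2 (-1.84) and Pgr (5.30), all with an adjusted p under 0.05 from edgeR. With each Ly6d- CLPs library left out in turn, Col1a1 and Tifab were called in 2 of 6 fits and Mapkbp1 in 1. Tifab and Mapkbp1 lie outside the naming rule and were chosen after their values were seen. Grouping was tested by the count of calls: 1 of 4 splits, the real one, gave as many in Ly6d- CLPs, and 1 of 4 in Flk2+ MPPs, and 4 splits cannot give a share under 0.05. A difference in sex was tested with 5 sex-linked genes, of which 0 separated the ages in Ly6d- CLPs. A difference in library depth gave p = 0.6 in the exact permutation test, but the total was lower at 3MO in 3 of 3 same-numbered pairs in Ly6d- CLPs (exact sign-flip test, p = 0.25, the smallest that 3 pairs allow). With every library thinned to the smallest total, edgeR called 10 genes in Ly6d- CLPs and 3 in Flk2+ MPPs. Myeloid markers did not shift in Ly6d- CLPs (p = 0.61 from limma's camera test, and p = 0.6 in an exact permutation test of their mean log2 CPM per library). B-lineage markers were lower at 3MO (p = 0.00087 from limma's camera test, 1 of 4 splits as small), with a summed level of 193.4 ± 20.8 CPM at 1MO and 151.5 ± 14.6 CPM at 3MO (SD, n = 3, p = 0.1 in the exact permutation test, the smallest possible). A smaller share of B-lineage cells, or lower expression in the same cells, may contribute to the Ly6d- CLPs calls, including Rag1, and these 2 cannot be told apart here. Ly6d itself had a log2 fold change of -0.69 in Ly6d- CLPs (adjusted p = 0.97 from edgeR). Reads shared between paralogs were not tested, as alignments were not used here. The paper gives no batches, and none was tested apart from the replicate numbers.

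Igf2bp3 and Hmga2 belong to a list of fetal-type genes, which was lower at 3MO in Ly6d- CLPs (p = 5.5e-15 from limma's camera test) and in Flk2+ MPPs (p = 1.0e-25 from the same test in limma), and in both the mean log2 CPM of the list separated the ages (exact permutation test, p = 0.1, the smallest possible). In each cell type 1 of 4 splits, the real one, gave a p as small, and so did 0 of the 6 other splits, but 4 splits cannot give a share under 0.05. Without these 2 genes, 3 genes of the list were tested (Arid3a, Igf2bp2 and Lin28b), which lie outside the naming rule, with a set shift of -2.34 in Ly6d- CLPs (p = 0.025 from limma's camera test, and p = 0.1 in the exact permutation test of their mean log2 CPM) and of -2.56 in Flk2+ MPPs (p = 0.0025 from limma's camera test, and p = 0.1 in the exact permutation test). Their median log2 fold changes were -0.43 and -0.54, so that most of the shift is that of Lin28b. With a library left out, Igf2bp3 was called in 6 of 6 fits in each cell type and Hmga2 in 4 of 6 in Ly6d- CLPs and 6 of 6 in Flk2+ MPPs, and fitting only the 6 Ly6d- CLPs libraries gave Hmga2 an adjusted p of 0.067 from edgeR (range up to 0.067 over 4 alternatives). Lin28b was at or under 3 counts in every 3MO library and was at least 4.91-fold lower in Ly6d- CLPs and 4.52-fold lower in Flk2+ MPPs. Loss of a fetal-type program may underlie these falls, as a hypothesis. The 4 splits leave the part of library grouping undecided, as they cannot give a share under 0.05 however large the fall. With a replicate block, adjusted p-values from edgeR in Ly6d- CLPs were 0.0024 for Igf2bp3 and 0.00067 for Hmga2. In Flk2+ MPPs both were 0.00013. Igf2bp3 had 753, 788 and 1026 counts at 1MO and 12, 76 and 23 at 3MO in Ly6d- CLPs. In Flk2+ MPPs it had 369, 168 and 510 counts at 1MO and 0, 4 and 0 at 3MO. For Pgr, a response to sex hormones was tested on estrogen-response genes without Pgr, which did not rise in Ly6d- CLPs (p = 0.14 from limma's camera test) or in Flk2+ MPPs (p = 0.47 from limma's camera test, and p = 0.3 in the exact permutation test of their mean log2 CPM). Their mean log2 CPM was lower at 3MO in Ly6d- CLPs (p = 0.1 in the exact permutation test), the opposite of a rise.

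The fall of Col1a1 and Col1a2 in Ly6d- CLPs lay within the matrix members of the ECM-receptor set (26 genes, p = 1.0e-10 from limma's camera test, and p = 0.1 in the exact permutation test of their mean log2 CPM). Its receptor members showed no shift by limma's camera test (29 genes, p = 0.86, and p = 1 in the exact permutation test of their mean log2 CPM), though the summed level of all 37 listed receptors was 4500 ± 5.045 CPM at 1MO and 4244 ± 290.5 CPM at 3MO, without overlap of the ages (SD, n = 3, p = 0.1 in the exact permutation test). RNA from bone stromal cells at 1MO was tested on 5 stromal genes outside that set, which were lower at 3MO (p = 0.0026 from limma's camera test, 2 of 4 splits as small, and p = 0.1 in the exact permutation test of their mean log2 CPM). The summed level of all 14 listed genes outside that set, most of them with too few counts to be tested, did not differ, however, at 30.2 ± 11.8 CPM at 1MO and 30.8 ± 7.93 CPM at 3MO (SD, n = 3, p = 1 in the exact permutation test). RNA from stromal cells therefore remains a possible explanation that these tests do not settle.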

How the results depend on the processing

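The alternatives were set before the data were examined, apart from GSEApy on log2(counts + 1) not scaled for depth, the pairing of Ly6d- CLPs with Flk2+ MPPs and the thinning of every library to the smallest total, which were chosen after seeing the data. For each change below without a stated reason, the cause was not tested. Over the alternatives other than leaving out a library, 157 values of set shifts kept their direction and side of the threshold, while 11 reversed. Of the values that did not reverse, 10 no longer passed and 2 newly passed it, and of those that reversed, 1 no longer passed and 1 newly passed. For GSEApy these numbers were 73 the same, 9 reversed and 10 newly past. Among single genes, 125 values stayed, 6 no longer passed and 1 newly passed. The set shifts of Fig. 5a–c in Ly6d- CLPs stayed negative and past the threshold under each alternative, with adjusted p-values up to 0.043 for Fig. 5a, 0.020 for Fig. 5b and 0.0065 for Fig. 5c, which does not address how these genes were chosen.

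With no filter beyond 1 count, edgeR called 46 genes in Ly6d- CLPs, 26 in Flk2+ MPPs and 6 for the interaction, and the shift became 0.076 for Wnt signaling in Ly6d- CLPs and 0.020 for Hallmark Notch signaling in Flk2+ MPPs. With at least 10 counts in every library, the calls were 4 in Ly6d- CLPs and 1 in Flk2+ MPPs, and the ECM-receptor shift became 0.041 in Ly6d- CLPs, where it no longer passed (adjusted p = 0.98 from limma's camera test, range 0.00011 to 0.98), 0.26 in Flk2+ MPPs, where it passed as a rise (adjusted p = 0.0499 from limma's camera test, range 0.0499 to 0.98), and -0.21 for the difference, which no longer passed (adjusted p = 0.078 from limma's camera test, range 0.00052 to 0.11), that of transendothelial migration in Flk2+ MPPs became -0.0093, and that of the Wnt difference became -0.0048. This filter removes genes that fell to 0, such as Col1a2. DESeq2's Wald test called 57 genes in Ly6d- CLPs, 30 in Flk2+ MPPs and 6 for the interaction, and these included the 10 and 3 genes called by edgeR. Fits of only the 6 libraries gave 4 calls in Ly6d- CLPs and an ECM-receptor shift of 0.071 in Flk2+ MPPs.

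With the inter-gene correlation estimated from the data, and with fry, 4 results no longer passed, with unchanged shifts: Hallmark Notch signaling in Ly6d- CLPs (-0.30), and the differences for Fig. 5b (-0.67), Fig. 5c (-0.66) and ECM-receptor interaction (-0.88). Their adjusted p-values were 0.098, 0.11, 0.054 and 0.054 with the first and 0.079, 0.20, 0.098 and 0.11 with fry, and over the alternatives they reached from 0.0062 to 0.56, from 0.00033 to 0.20, from 0.00044 to 0.098 and from 0.00052 to 0.11. With Reactome members, the Notch shift was -0.022 in Ly6d- CLPs and 0.036 in Flk2+ MPPs, and transendothelial migration passed with -0.39 in Ly6d- CLPs and -0.42 for the difference.

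In GSEApy with permutation of genes, the scores newly past the threshold in Ly6d- CLPs were -1.79 for Fig. 5a, -2.11 for Fig. 5b, -1.94 for Fig. 5c and -2.05 for ECM-receptor interaction. Ranking by the DESeq2 statistic gave -2.11, -2.18, -2.19 and -2.05 for the same sets, -1.87 for Hallmark Notch signaling and -1.49 for transendothelial migration. Both draw on genes and not on labels, which the permutation of labels cannot match with 3 against 3. The DESeq2 ranking reversed ECM-receptor interaction in Flk2+ MPPs to 1.07, as did genes passing filterByExpr (1.07). Ranking by the log2 ratio reversed Hallmark Notch signaling (0.90) and Wnt signaling (0.64) in Ly6d- CLPs, and Fig. 5b (0.70) and Hallmark Notch signaling (-0.54) in Flk2+ MPPs. Reactome members gave 0.75 for Notch signaling in Ly6d- CLPs. Hallmark Notch signaling in Flk2+ MPPs was -0.40 on values not scaled for depth and -0.68 on log2(counts + 1).

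Across the fits that each left out one library, the calls ranged from 6 to 10 in Ly6d- CLPs, from 3 to 5 in Flk2+ MPPs and from 0 to 1 for the interaction. Set shifts that changed ranged from -0.36 to -0.060 for Hallmark Notch signaling in Ly6d- CLPs, which passed in 3 of 6 fits, from -0.12 to 0.26 in Flk2+ MPPs and from -0.56 to -0.059 for its difference. They ranged from -0.32 to 0.18 for Fig. 5a in Flk2+ MPPs, from -0.57 to -0.069 for its difference, and from -0.60 to 0.39 for Fig. 5b in Flk2+ MPPs. Wnt signaling ranged from -0.26 to 0.036 in Ly6d- CLPs, from -0.34 to 0.0090 in Flk2+ MPPs and from -0.17 to 0.26 for the difference, and transendothelial migration in Ly6d- CLPs from -0.081 to 0.022. The GSEApy scores in Flk2+ MPPs ranged from -1.15 to 0.47 for Fig. 5a, from -0.82 to 0.97 for Hallmark Notch signaling, from -1.21 to 0.99 for ECM-receptor interaction and from -0.91 to 1.24 for transendothelial migration. Among single genes, 19 values no longer passed with a library left out and 1 newly passed. Log2 fold changes that changed sign ranged from -0.25 to 0.050 for Cxcr4 and from -0.19 to 0.0025 for Notch1 in Ly6d- CLPs, and in Flk2+ MPPs from -0.055 to 0.19 for Notch1 and from -0.62 to 0.16 for Rag2.

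A replicate block for libraries of the same number left 11 genes called in Ly6d- CLPs and 3 in Flk2+ MPPs, and moved the Hallmark Notch shift in Flk2+ MPPs to 0.080. With the block, the shift of the difference was -0.63 for Fig. 5b, -0.50 for Fig. 5c and -1.09 for ECM-receptor interaction. The mean correlation of same-numbered libraries of the 2 ages was 0.052 in Ly6d- CLPs and 0.098 in Flk2+ MPPs, and that of Ly6d- CLPs and Flk2+ MPPs of one number was 0.086 at 1MO and 0.062 at 3MO. Erythroid markers, however, were higher in replicate 3 of each group (84.1 CPM or more) than in the other libraries (33.9 CPM or less), so equal numbers may share an experiment. With Ly6d- CLPs and Flk2+ MPPs of one age and number paired, which was chosen after seeing the data, edgeR called 0 genes for the interaction, and the shift of the difference was -0.73 for Fig. 5b, -0.57 for Fig. 5c, -1.05 for ECM-receptor interaction and -0.38 for Hallmark Notch signaling, each on the same side of the threshold as without pairs. With every library thinned to the smallest total, the shift of Wnt signaling in Ly6d- CLPs became 0.0077 and that of Hallmark Notch signaling in Flk2+ MPPs 0.0071, and no set shift crossed the threshold.

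With 3 libraries per group and a median of 13208993 counts, 71.5% of genes changed 3-fold were recovered in simulated counts, and the rest of these simulated changes were missed.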

Differences from the paper's values

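The paper reports a decline of Wnt/β-catenin genes in Ly6d- CLPs. The members of the set used here were written from general knowledge and may differ from the authors' list, so the values are not a like-for-like repeat. Here the set shift was -0.17 with an adjusted p of 0.41 from limma's camera test, and no setting reached 0.05, with adjusted p-values from 0.12 to 0.84 over 9 alternatives and a nominal p from GSEApy of 0.11 or more by permutation or ranking. The paper reports no such decline in Flk2+ MPPs. The shift there was -0.23 with an adjusted p of 0.80 from limma's camera test, and it ranged from -0.39 to -0.02 over 9 alternatives.

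The paper reports a decline of leukocyte transendothelial migration genes in Ly6d- CLPs. The members of this set were likewise written from general knowledge and may differ from the authors' list. Here the set shift was -0.04 with an adjusted p of 0.11 from limma's camera test. The settings that reached the threshold were the Reactome members (-0.39, adjusted p = 0.0059 from limma's camera test, range 0.0059 to 0.23 over 9 alternatives), GSEApy on the DESeq2 ranking (nominal p = 0.0093 by permutation) and camera after correction for GC content and gene length (adjusted p = 0.043 from limma), a test chosen after seeing the data.

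The paper reports a decline of the Hallmark Notch pathway in Ly6d- CLPs by gene set enrichment analysis. The members used here were also written from general knowledge and may differ from the authors' list. Here GSEApy's label permutation gave a nominal p of 0.21, and the DESeq2 ranking gave 0.0021 by permutation. The camera test of limma gave an adjusted p of 0.012.

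The paper names Rag2 among genes that decline in Ly6d- CLPs. Here its log2 fold change was -0.41 with an adjusted p of 0.92 from edgeR, and none of the 4 alternatives called it (adjusted p from 0.83 to 0.93). The paper separates Ly6d- CLPs from Flk2+ MPPs in each pathway. Here the interaction passed for Fig. 5b (adjusted p = 0.0022, range 0.00033 to 0.20 over 8 alternatives), Fig. 5c (0.0014, range 0.00044 to 0.098) and ECM-receptor interaction (0.0014 from limma's camera test, range 0.00052 to 0.11) but not for Hallmark Notch signaling, where the adjusted p was 0.058 from limma's camera test and ranged from 0.057 to 0.56 over 9 alternatives, or for Fig. 5a (adjusted p = 0.058 from limma's camera test, range 0.055 to 0.31 over 8 alternatives). Each of these 2 passed in 3 of the 12 fits that left out one library. These were the fits without 1MO MPP replicate 3, 3MO MPP replicate 1 or 3MO MPP replicate 3. Of these libraries, 3MO MPP replicate 1 lay apart from the others in a principal component analysis. The interaction did not pass for Wnt signaling (0.93 from limma's camera test, range 0.69 to 0.96) or transendothelial migration (0.18 from limma's camera test), where the Reactome members reached 0.015 in a range from 0.015 to 0.35. No single gene passed the interaction test with edgeR, while DESeq2 and no filter on low counts each called 6. At an unadjusted p under 0.05 there were 429 genes, under the share of 0.05 expected if no gene differed.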

Other observations

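No test in this part was chosen only after its result was seen, apart from the splits and the exact permutation tests for the marker lists. The colours of the 52 genes in Fig. 5a–c were converted to z-scores. Across genes and libraries, which are not independent values, they correlated with z-scores of counts not scaled for depth with a Pearson r of 0.97, with those of log2(counts + 1) not scaled for depth with r = 1.0 (root mean square difference 0.018), and with those of log2 size-factor normalized counts with r = 0.71. In each panel the colours are thus those of log2 counts not scaled for depth (r = 1.0), and scaled log2 values gave r = 0.58 for Fig. 5a, r = 0.946 for Fig. 5b and r = 0.57 for Fig. 5c. After scaling, 16 of 19, 12 of 13 and 14 of 14 tested genes of Fig. 5a, Fig. 5b and Fig. 5c were still lower at 3MO in Ly6d- CLPs.

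Interferon genes were lower at 3MO in Ly6d- CLPs (p = 2.2e-05 from limma's camera test) and in Flk2+ MPPs (p = 0.010 from limma's camera test), but their mean log2 CPM overlapped between the ages in both (p = 0.2 and p = 0.3 in the exact permutation test). In each, 1 of 4 splits, the real one, gave a camera p as small, and so did 1 of the 6 other splits. As 4 splits cannot give a share under 0.05, they cannot tell an interferon response apart from the grouping of the libraries. Proliferation genes did not shift in Ly6d- CLPs (p = 0.16 from limma's camera test, and p = 0.2 in the exact permutation test) and had p = 0.049 in Flk2+ MPPs from limma's camera test and p = 0.4 in the exact test, so that a change in the share of cycling cells remains possible there. Immediate early genes, a mark of cell isolation, had p = 0.21 in Ly6d- CLPs from limma's camera test and p = 0.7 in the exact permutation test, with 1 of 10 genes lower at 3MO. In Flk2+ MPPs 0 of the 10 were lower, with a set shift of 0.41 (p = 0.069 from limma's camera test, and p = 0.7 in the exact permutation test), so an effect of isolation is not excluded. Myeloid markers were higher at 3MO in Flk2+ MPPs (set shift 0.72, p = 8.2e-05 from limma's camera test), though their mean log2 CPM overlapped between the ages (p = 0.4 in the exact permutation test).

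Xist had at least 13451 counts and the Y-linked genes Kdm5d, Uty, Ddx3y and Eif2s3y at least 534, 315, 862 and 345 counts in each of the 12 libraries. Each library thus seems to hold RNA of both sexes, while the paper gives cell numbers per mouse. Whether mice were pooled is not stated, so the number of mice behind each library is not known. In a principal component analysis the first component (28.7% of the variance) separated the cell types, and on the second (18.4%) 3MO MPP replicate 1 lay at 107.38.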
